# An Arabidopsis mutant deficient in phosphatidylinositol-4-phosphate kinases ß1 and ß2 displays altered auxin-related responses in roots

**DOI:** 10.1038/s41598-022-10458-8

**Published:** 2022-04-28

**Authors:** Anastasiia Starodubtseva, Tetiana Kalachova, Katarzyna Retzer, Adriana Jelínková, Petre Dobrev, Jozef Lacek, Romana Pospíchalová, Jindřiška Angelini, Anne Guivarc’h, Stéphanie Pateyron, Ludivine Soubigou-Taconnat, Lenka Burketová, Eric Ruelland

**Keywords:** Plant cell biology, Plant signalling

## Abstract

Phosphatidylinositol 4-kinases (PI4Ks) are the first enzymes that commit phosphatidylinositol into the phosphoinositide pathway. Here, we show that *Arabidopsis thaliana* seedlings deficient in PI4Kβ1 and β2 have several developmental defects including shorter roots and unfinished cytokinesis. The *pi4kβ1β2* double mutant was insensitive to exogenous auxin concerning inhibition of root length and cell elongation; it also responded more slowly to gravistimulation. The *pi4kß1ß2* root transcriptome displayed some similarities to a wild type plant response to auxin. Yet, not all the genes displayed such a constitutive auxin-like response. Besides, most assessed genes did not respond to exogenous auxin. This is consistent with data with the transcriptional reporter DR5-GUS. The content of bioactive auxin in the *pi4kß1ß2* roots was similar to that in wild-type ones. Yet, an enhanced auxin-conjugating activity was detected and the auxin level reporter DII-VENUS did not respond to exogenous auxin in *pi4kß1ß2* mutant*.* The mutant exhibited altered subcellular trafficking behavior including the trapping of PIN-FORMED 2 protein in rapidly moving vesicles. Bigger and less fragmented vacuoles were observed in *pi4kß1ß2* roots when compared to the wild type. Furthermore, the actin filament web of the *pi4kß1ß2* double mutant was less dense than in wild-type seedling roots, and less prone to rebuilding after treatment with latrunculin B. A mechanistic model is proposed in which an altered PI4K activity leads to actin filament disorganization, changes in vesicle trafficking, and altered auxin homeostasis and response resulting in a pleiotropic root phenotypes.

## Introduction

Plant health and productivity depends on root outgrowth, which allows water and nutrient uptake, and is equally crucial for an efficient photosynthesis rate^1,2^. Root morphogenesis is a complex process, orchestrated by a complex signaling crosstalk at different levels, from single-cell metabolism to hormone transport within plant organs. On-point spatial and temporal organization of cell organelles, polar establishment of cell architecture and directed shoot ward auxin transport are fundamental for correct root cell differentiation. Root hair cell priming and plasticity require fine-tuned, interconnected cellular processes driven by a properly established cytoskeleton that controls the polar delivery of membranes to the root apex in order to enlarge the cell unidirectionally, and by the transport of auxin through the root tip^1,2^. Auxin regulates cell polarity through the activation of ROPs (Rho-like GTPase) that participate in the polar localization of PIN-FORMED (PIN) family proteins. Carriers of the PIN family are plasma membrane-integrated auxin efflux carriers responsible for the direction and intensity of auxin flow through the plant body. Their cellular localization and activity are regulated at many levels^3–5^, and rely on the lipid composition of the membrane they are in.

Phosphoinositides, minor components of plasma membrane, are phosphorylated derivatives of phosphatidylinositol (PI), such as phosphatidylinositol-4-phosphate (PI4P) and phosphatidylinositol-4,5-bisphosphate (PI4,5P2). Phosphoinositides are important signaling molecules as they are substrates or cofactors of important signaling enzymes. In plants, both PI4P and PI4,5P2 can be substrates to phospholipases C (PLCs) leading to diacylglycerol and the corresponding phosphorylated inositol. PI4,5P2 is a cofactor of some phospholipases D (PLDs), that catalyze the production of phosphatidic acid, a major plant signaling lipid^6^. More generally, phosphoinositides can directly interact with membrane proteins (such as ion channels or G protein-coupled receptors) or cytosolic proteins that they can recruit to membranes^7,8^. Interestingly, specific relative levels of phosphoinositides are a characteristic feature of different membranes: plasma membrane, endoplasmic reticulum and Golgi membranes do not have the same relative composition in phosphoinositides^7–9^. Besides, membrane nanoclusters enriched in certain proteins crucial for signal transduction and transport proteins also have a specific composition in phosphoinositides^8,10^. Formation of membrane domains enriched in PI4P and PI4,5P2 is a crucial component of plasma membrane dynamics. Such phosphoinositide-enriched domains are important for the localization of REMORINs, scaffold proteins governing PM–bound signaling^11^, and FLS2, a pattern-recognition receptor that determines the specific perception of the bacterial protein flagellin^12^.

Composition in phosphoinositides is modified by the activities of lipid kinases. PI4Ks phosphorylate the 4th hydroxyl position in the inositol head group of PI to generate PI4P. PI4P can be further phosphorylated by phosphatidylinositol-4,5-kinases (PI4,5 K) into PI4,5P2. There are two types of PI4Ks according to their primary sequences and pharmacological sensitivities. Type-II PI4Ks are inhibited by adenosine while type III PI4Ks are inhibited by micromolar concentrations of wortmannin, a steroid produced by the fungi *Penicillium funiculosum*. In the *A. thaliana* genome, twelve putative PI4K isoforms have been identified. Eight belong to type-II (*At*PI4Kγ1-8), and four belong to type-III (*At*PI4Kα1 and α2 and *At*PI4Kβ1 and β2)^13^. Not much is known about type-II PI4Ks and they could actually be protein kinases and not lipid kinases^13,14^. We have previously shown that type-III PI4Ks are upstream of the PLC activity that controls the responses of tobacco BY2 cells to cryptogein, a fungi elicitor^15^. Type-III PI4Ks are also upstream of plant cold response PLC activity^16^ but also of the PLC activity that controls gene expression, in basal, non-stimulated conditions^17^. Type-III PI4Ks have been shown also to be activated in response to salicylic acid (SA), and the consequent increase in phosphoinositides is an important part of the specific response of Arabidopsis to this phytohormone^18–20^. *AtPI4Kα2* is a pseudogene and viable homozygous *PI4Kα1* mutants have never been obtained. We have worked previously on a double mutant defective in both *PI4Kβ* genes. In 4-week-old plants, *pi4kβ1β2* exhibited a constitutively high SA level that led to a stunted phenotype^21^. However, SA accumulation did not occur in young *pi4kβ1β2* seedlings^21,22^ and therefore, they appeared to be the material of choice to study the roles of PI4Ks and phosphoinositides in root development. Several aspects of the role of PI4Ks in plant cell biology have been discovered using *pi4kß1ß2* double mutant, such as the involvement of PI4K*β*1 in cell plate formation during cytokinesis^23^, in the formation of secretory vesicles^24^, root hair shaping and polar growth^25^. Here, we show that the *pi4kß1ß2* double mutant exhibits several root phenotypes: impaired primary root growth, lower sensitivity to exogenous indole-3-acetic acid (IAA), impaired elongation and bending in response to gravistimulation, and misshapen root hair growth. These changes appeared to coincide with an altered subcellular distribution and turnover of PIN2, a less stable actin cytoskeleton and generally altered intracellular trafficking dynamics. Moreover, expression of several auxin-associated genes in roots was not responsive to exogenous auxin. However, some transcript levels in non-treated mutant roots were already at the auxin-response levels of wild type (WT) roots, thus displaying an apparent auxin-like response. Remarkably, the measured content of bioactive IAA in double mutant roots did not differ from that of WT, but a considerable increase of glutamate-conjugated form of auxin was monitored. Besides, the auxin level reporter DII-VENUS did not respond to exogenous auxin in *pi4kß1ß2* mutant*.* Our data, therefore, link altered PI4K activity to the modification of vesicular trafficking and actin filaments organization one the one hand to altered auxin response likely due to alteration in auxin homeostasis one the other hand.

## Results

### The* pi4kß1ß2* mutant is impaired in root growth

The PI4Kß1ß2 deficiency in *pi4kß1ß2* seedlings led to a decreased primary root length of up to fourfold compared to the WT control (Fig. 1a,b). The shorter primary root of the mutant appeared to be due to shorter meristem and elongation zones (Fig. 1c). The shorter meristem of *pi4kß1ß2* was due to fewer cells (Fig. 1d), some of which showed unfinished cytokinesis. Interestingly, the CycB1::GUS associated signal occupied a smaller percentage area of the meristem in *pi4kß1ß2* roots when compared to the WT (Fig. 1e,f). The elongation zone was almost missing. In the differentiation zone, the *pi4kß1ß2* mutant had smaller cortical cells (Supplementary Fig. S1) and either similar or very small root hair lengths when compared to the WT. This created apparent “bald-like” zones (Fig. 1g,h), while the overall total root hair density in *pi4kß1ß2* plants did not differ to that of the WT (Fig. 1i). An analysis of the epidermal cell lines^26^ showed that the regularity of trichoblasts/atrichoblasts formation was not affected in the mutant (Supplementary Fig. S2). This confirmed that the apparent "bald-like zones'' were not due to an absence of hairs but to shorter root hairs.

**Figure 1:**
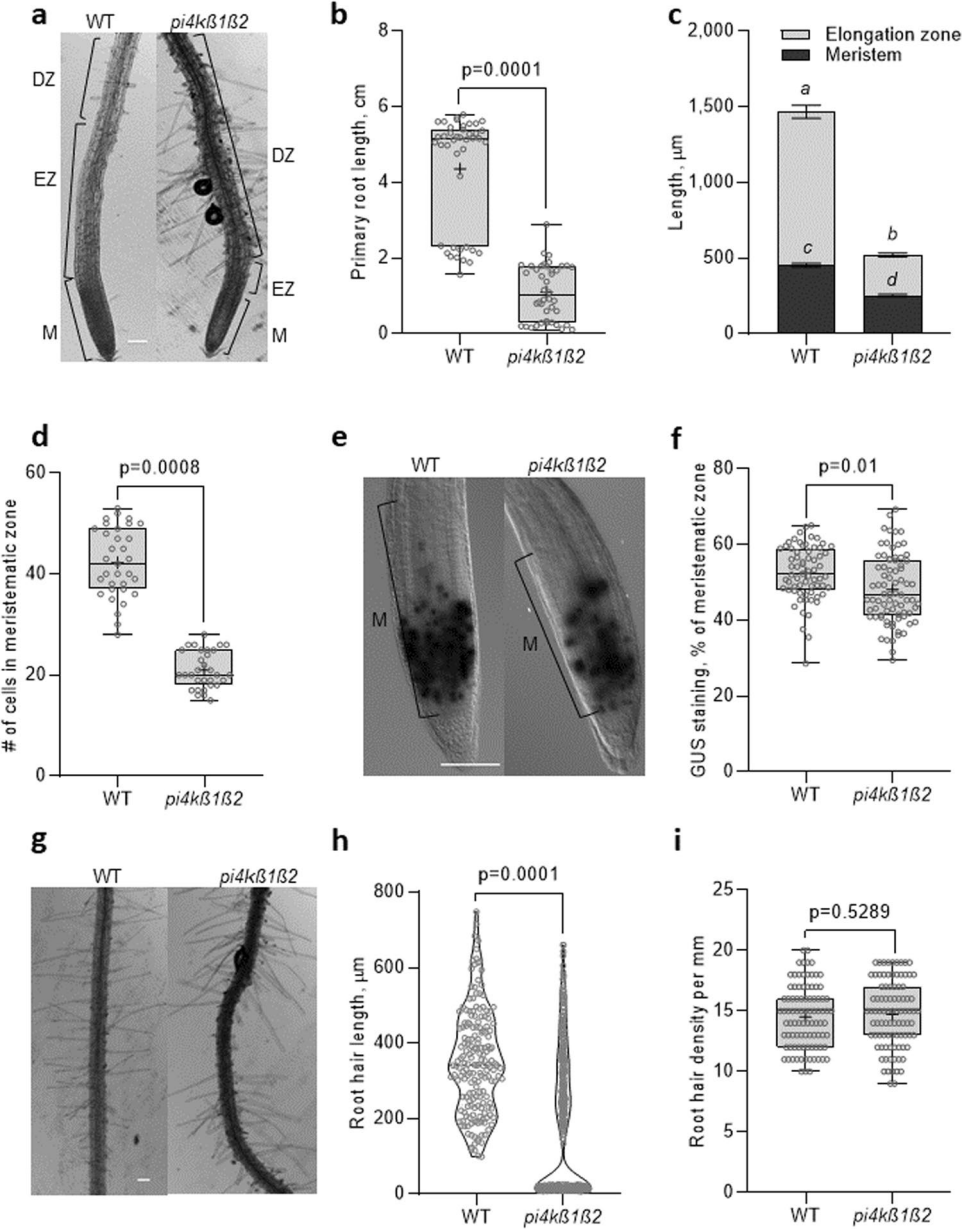
Impaired root growth and morphological characteristics of the *pi4kß1ß2* mutant. (**a**) representative pictures of the apical root parts of 11-day-old seedlings of *Arabidopsis thaliana* Col-0 (WT) and the *pi4kß1ß2* mutant: meristem (M), elongation zone (EZ) and differentiation zone (DZ) are marked, scale bar = 100 μm; (**b**) primary root length, n = 40; (**c**) length of the meristematic and elongation zones, n = 12, error bars represent mean ± SEM; different letters indicate statistically significant groups, one-way ANOVA with Tukey-HSD post-hoc test (p > 0.05); (**d**) number of separated cells in the meristem, n = 36; (**e**) representative images of GUS staining in the root meristem of 4-day-old plants expressing CycB1::GUS, scale bar = 100 μm; (**f**) relative area of CycB1::GUS expression, % of the meristematic zone; n = 72; (**g**) representative images of root hair distribution in the DZ of roots, scale bar = 100 μm; (**h**) root hair length, n = 180; (**i**) root hair density, n = 90. Central line of the boxplots represents the median, plus represents the mean, circles represent individual values from three biological repeats. *p*-value was calculated by Student t-test.

### Responses to IAA and to gravistimulation are impaired in *pi4kß1ß2*

Mutant and WT 5-day-old seedlings were transferred to a cultivation medium containing various phytohormones. Seven days later, the lengths of the primary root, of the meristem and of the cortical cells within the differentiation zone were measured. The presence of IAA led to a decrease in the root length of WT plants; the decrease was more than 60% at 100 nM IAA. The *pi4kß1ß2* mutant was less sensitive to the auxin treatment, the decrease being only 20% at the concentrations tested (Fig. 2a, Supplementary Fig. S3). A lower sensitivity to exogenous auxin was also detected at the cellular and/or tissue levels. At 50 nM IAA, the length of WT cortical cells showed a 30% decrease compared to the control, while the mutant was insensitive. At 1 µM IAA, the decrease in length of WT cortical cells was 50%, compared to the control, while the mutant remained insensitive (Supplementary Fig. S4a). Concerning meristem size, 100 nM IAA caused a 20% shortening of its length in WT seedlings but no response was observed for the *pi4kß1ß2* mutant; this difference in IAA sensitivity was still apparent even at 1 µM (Supplementary Fig. S4b). Interestingly, the sensitivity of primary root length to a cytokinin (BAP) or to salicylic acid (SA) did not differ between *pi4kß1ß2* and WT seedlings (Supplementary Fig. S4c,d), thus indicating a specific response to auxins.

**Figure 2:**
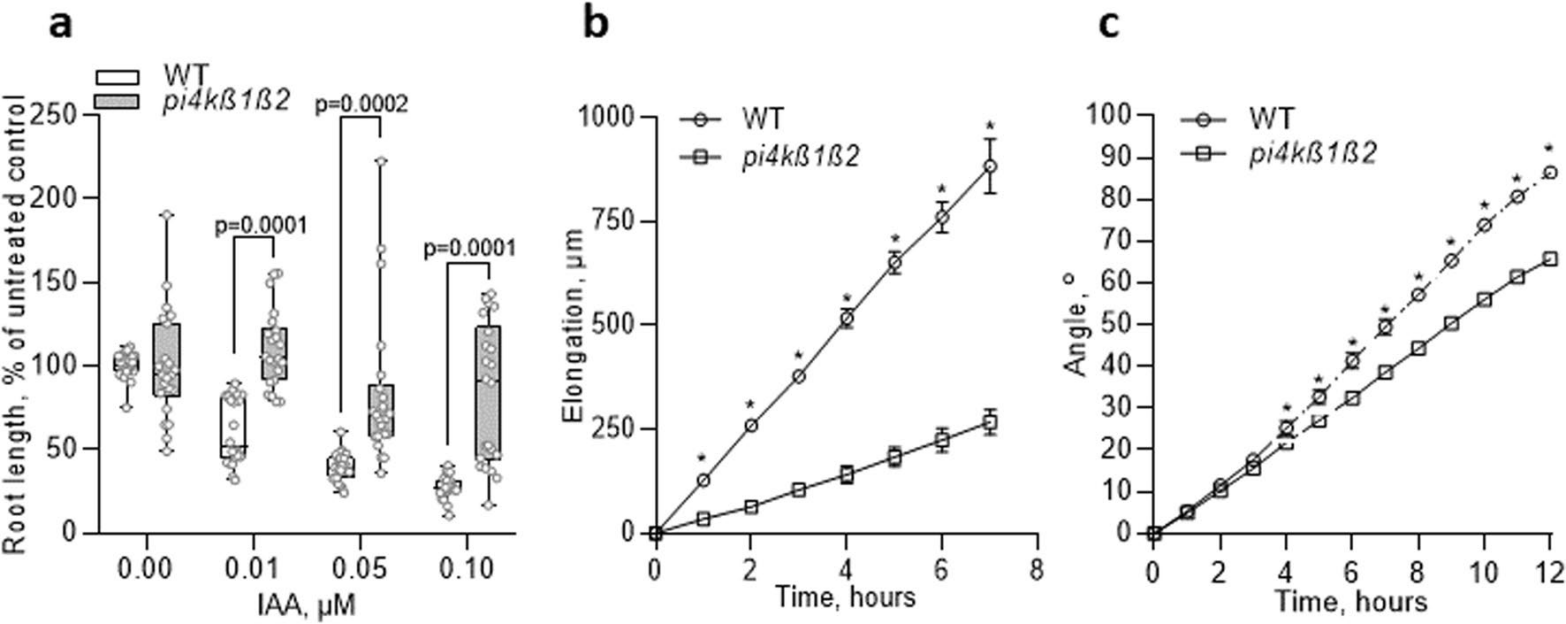
Auxin-related phenotypes of the *pi4kß1ß2* mutant. (**a**) primary root length of 11-day-old seedlings in response to different IAA concentrations, n = 22. Central line of the boxplots represents the median, circles represent individual values; *p*-value is indicated for significantly different groups; *t*-test with correction for multiple comparisons; (**b**) Elongation rate of primary root under gravistimulation, n = 10; (**c**) root tip orientation angle, n = 10; (**b**,**c**) gravitropic assay, 5-day-old seedlings were rotated to 90° on a horizontal microscope, images were taken every hour. Asterisks indicate statistically significant differences between genotypes, p < 0.05, paired *t*-test with correction for unequal variances. Experiments were repeated three times; data from a representative repeat are shown.

We then focused on another auxin-related process, the response to gravistimulation. Interestingly, both root elongation (i.e. the distance that the root tip grew since the 0’ time-point) and root orientation (i.e. the angle between the root tip at current and 0’ time-point) were affected in the double mutant in due course of 12 h experiment (Fig. 2b,c Supplementary Fig. S5, Supplementary movie SM1 for WT, Supplementary movie SM2 for *pi4kß1ß2*).

### The transcriptome of *pi4kß1ß2* roots shows partial similarities to IAA-treated WT roots

In order to better detail the *pi4kß1ß2* root phenotypes, an RNAseq transcriptomic analysis of roots was performed (Supplementary table S2). It was found that 2517 and 3418 genes were either up- or down-regulated, respectively, in *pi4kß1ß2* roots compared to WT roots. 

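The RNAseq data comprised 12 libraries, 3 biological replicates for each of 4 groups, namely roots and leaves of WT and *pi4kß1ß2* seedlings that were 7 days old. Polyadenylated RNA was made into stranded libraries and sequenced as single reads. The authors trimmed the reads with Trimmomatic, removed ribosomal sequences with sortMeRNA and aligned the remaining reads to the TAIR10 genome with STAR. The authors deposited for each library the number of reads that STAR counted on each gene, without normalization and with multi-hits left out. Of the 3 count columns for each library, the one for the strand of the library was used, which held between 95.0% and 96.8% of the stranded counts. Between 39313257 and 43069306 reads per library were counted on genes in WT roots (median 42897697) and between 40710073 and 46577151 in *pi4kß1ß2* roots (median 41865799). The leaf libraries labelled WT held from 40821215 to 41095056 counts (median 40833407) and those labelled *pi4kß1ß2* from 38116716 to 38495870 (median 38184053). Counted and uncounted reads together came to between 39186282 and 47886189 per library. For roots, genes with at least 1 CPM in at least 3 of the 6 root libraries were kept. Library sizes were normalized by the TMM method, and the genotypes were compared on the 6 root libraries. This was done with edgeR's quasi-likelihood test and Benjamini-Hochberg adjustment over the 19694 genes tested. No pair of replicates held the same library, since the chi-square per gene between replicates lay between 8.89 and 21.7 in roots. The first principal component, with 66.7% of the variance of the root libraries, separated WT from *pi4kß1ß2*.
The genes that carry the T-DNA insertions were examined first in every library. *PI4Kß1* (AT5G64070) lies on the minus strand of chromosome 5 of the TAIR10.1 reference from 25636882 to 25644478, with 17 exons. *PI4Kß2* (AT5G09350) lies on the minus strand of the same chromosome from 2899001 to 2906160, with 16 exons. *PI4Kß1* had 88.1, 94.2 and 85.5 normalized CPM in the WT root libraries and 58.3, 56.8 and 58.3 in the *pi4kß1ß2* root libraries, a log2 fold change of -0.63 (standard error 0.05, adjusted p = 0.000103 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). *PI4Kß2* had 17.5, 19.3 and 16.8 normalized CPM in WT roots and 8.63, 9.00 and 7.99 in *pi4kß1ß2* roots, a log2 fold change of -1.07 (standard error 0.08, adjusted p = 9.83e-05 from the same edgeR test). In a fit of all 12 libraries the adjusted p of *PI4Kß2* was 0.0533, in a range from 1.91e-28 to 0.0533 over the alternatives tried. That fit takes in the spread between leaf libraries of the same label. A call lost in it, here and below, therefore does not show that the root difference is unstable. The counts cover the whole gene and do not show on which side of the insertions the reads lie. In leaves, *PI4Kß2* had 9.88, 3.96 and 10.1 normalized CPM in the libraries labelled WT replicates 1, 2 and 3 and 9.10, 5.25 and 5.56 in those labelled *pi4kß1ß2*, in the same order. *PI4Kß1* had 51.1, 40.4 and 57.1 in the libraries labelled WT leaf and 65.5, 44.2 and 42.2 in those labelled *pi4kß1ß2* leaf. The library labelled WT leaf replicate 2 therefore had fewer *PI4Kß2* counts than every library labelled *pi4kß1ß2* leaf, while the library labelled *pi4kß1ß2* leaf replicate 1 had more of both transcripts than replicates 2 and 3 of its label. The leaf libraries are therefore named by their labels.

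**Figure D1:**
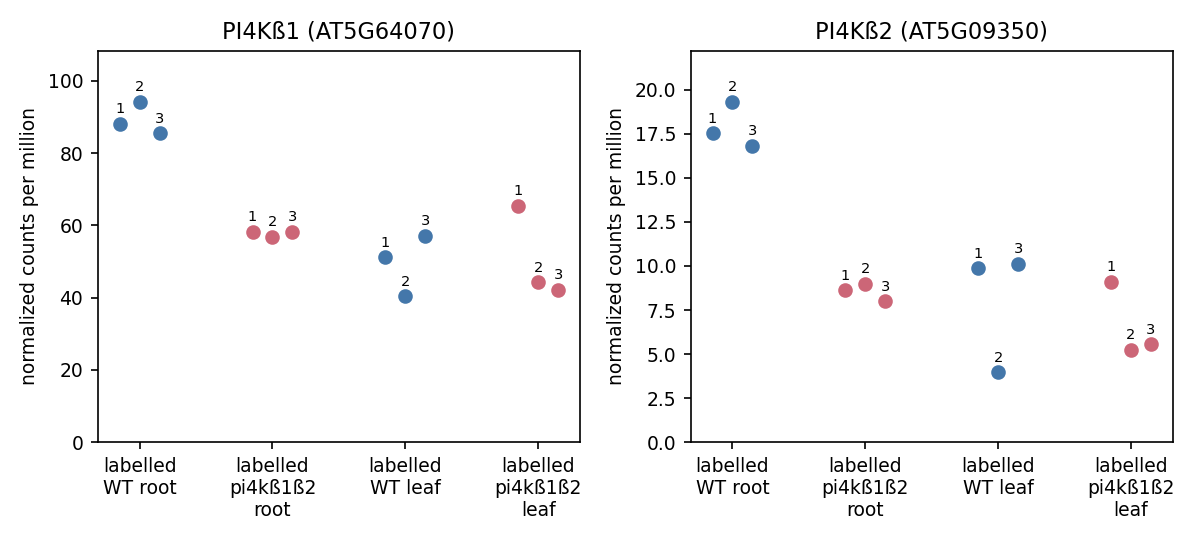
Normalized CPM of *PI4Kß1* and *PI4Kß2* in each of the 12 libraries, with one point per library, the replicate number above it and both axes starting at 0. In roots the WT libraries lie above the *pi4kß1ß2* libraries for both genes, while in leaves the labelled groups overlap.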

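Over the 19694 genes tested, 2233 had a higher and 3000 a lower transcript level in *pi4kß1ß2* roots than in WT roots at an adjusted p-value under 0.05 (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, 3 libraries per genotype). Of these 5233 genes, 5230 had all 3 libraries of one genotype above all 3 of the other, and 44.7% of all tested genes did so, where chance gives 10%. The sample labels number the root samples of each genotype as replicates 1, 2 and 3. They do not state that same-numbered samples belong together, which the fits with a replicate block assume. Deviations from the group means correlated with r = 0.31 on average between same-numbered root libraries (-0.01, 0.34 and 0.60 for replicates 1, 2 and 3), and 2 of the 6 possible pairings of the libraries, the numbered one included, gave a mean as high. With the replicate number as a block, the same test called 2013 genes higher and 2854 lower, of which 1817 and 2644 were also called without the block. The counts moved most in a fit of all 12 libraries, leaves included, which called 688 genes higher and 1741 lower. As that fit takes in the spread of the leaf libraries, these numbers do not describe the stability of the root comparison alone. The likelihood ratio test that the paper names called 4755 genes in the 6 root libraries, 2865 of them lower.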

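Genes with the largest differences between the genotypes were examined individually. *AT1G75945*, on chromosome 1 from 28515245 to 28515916 with 2 exons, encodes an uncharacterized protein. It had 0.0547 ± 0.0486 normalized CPM in WT roots and 13.2 ± 0.855 in *pi4kß1ß2* roots (SD, n = 3), a log2 fold change of 7.79 (standard error 0.29, adjusted p = 9.66e-06 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). The log2 fold changes of *AT5G35935*, *AT1G64795*, *SAG13* (AT2G29350) and *AT1G26390*, the next highest, were 6.87, 6.72, 5.43 and 4.93. *AT2G12462*, on chromosome 2 from 5050434 to 5051613 with 2 exons, encodes a sterile alpha motif domain protein. It fell from 25.1 ± 3.25 to 0.171 ± 0.0923 normalized CPM (SD, n = 3), a log2 fold change of -7.13 (standard error 0.23, adjusted p = 9.66e-06 from the same edgeR test). *MRD1* (AT1G53480), *AT4G01890*, *BGLU7* (AT3G62740) and *AT1G52820* followed with -5.81, -4.37, -4.14 and -4.04. These 10 genes were chosen among those whose groups do not overlap in roots, but *AT1G75945*, *AT5G35935*, *AT1G64795*, *AT2G12462*, *MRD1*, *BGLU7* and *AT1G52820* differed between leaf libraries of the same label. So did *SAG13* and *AT1G26390*, with 1.72 to 4.79 and 1.42 to 5.90 normalized CPM in the libraries labelled WT leaf. In a fit of all 12 libraries, *AT5G35935*, *AT1G64795* and *MRD1* were not called, with an adjusted p of 0.0521 for *MRD1* (from 4.21e-45 to 0.0521 over the alternatives tried). That fit includes the spread of these genes between leaf libraries of the same label. With a threshold of 1.5 on the log2 fold change in addition to the adjusted p-value, 134 genes were higher and 180 lower in *pi4kß1ß2* roots, and 134 and 184 with the replicate block (same-numbered root libraries correlate with r = 0.31). The filter on low counts moved these numbers most. Without it, 27955 genes were tested and 260 were higher and 304 lower past the threshold. When at least 1 CPM was required in 4 of the 6 libraries, 70 were higher and 133 lower.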

To be more stringent, we then only considered the genes passing a threshold of log2-fold change of 1.5. 

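Classes of genes were formed from the TAIR10.1 annotation. Of the 37336 gene IDs in the count files, 37051 were found in that annotation. A gene was placed in a class when its product description held a word of the class, with 5 classes (cell wall, cytoskeleton, mitochondrion, peroxidase and glutathione transferase, and protein kinase) written before the data were examined. The background was the 19583 tested genes with a product description. Each class was compared between the genes past the threshold and the remaining background by a two-sided Fisher's exact test, with Benjamini-Hochberg adjustment over the 10 tests of 5 classes in both directions. Location terms were also read, but 59.7% of the genes higher past the threshold, 69.4% of those lower and 62.0% of all tested genes had one, and process terms were given for 58.2%, 68.9% and 62.6%. As fewer than 80% of the genes had a term, the comparisons of location and process terms are void as tests, and only their counts and odds ratios are given.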

On these genes we performed a Gene Ontology classification (Supplementary Fig. S6). 

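Extracellular location terms were found for 6 of the 134 genes higher in *pi4kß1ß2* roots past the threshold, against 227 of the 19583 background genes, an odds ratio of 4.08. Plasma membrane terms were found for 7 of the 134 genes against 1681 of the background, an odds ratio of 0.59, and cell wall terms for 4 against 379, an odds ratio of 1.57. By product description, 3 of the 134 genes belonged to the cell wall class against 261 of the background, an odds ratio of 1.70 that was not significant (adjusted p = 0.53, Fisher's exact test with Benjamini-Hochberg adjustment). None of the 134 genes belonged to the cytoskeleton class, which held 236 background genes (adjusted p = 0.692 from the same exact test). The mitochondrion class, with 129 background genes, held 1 of them (odds ratio 1.14, adjusted p = 0.706, exact test). With a log2 fold change threshold of 1 it held 1 of 346 genes (odds ratio 0.43, adjusted p = 0.914, exact test). Mitochondrial location terms were found for 2 of the 134 genes against 759 of the background, an odds ratio of 0.37. At this number of genes, 0 of 134 was not distinguishable from the 1.21% of the background that belonged to the cytoskeleton class, while 0 of 346 genes at a log2 fold change threshold of 1 was (adjusted p = 0.048, exact test, from 0.048 to 0.694 over the alternatives tried for classes by description). In the fit with the replicate block (r = 0.31 between same-numbered root libraries), these odds ratios were the same. The log2 fold change threshold moved the cell wall class most. At a threshold of 1 it held 15 of 346 genes, an odds ratio of 3.498 (adjusted p = 0.000225, exact test; from 0.000225 to 0.577 over the alternatives tried).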

Among the genes induced in *pi4kß1ß2* roots compared to WT, we found enrichment in genes encoding extracellular, plasma membrane, or cell wall localized proteins, and underrepresentation of genes encoding cytoskeleton or mitochondria-associated proteins. 

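For the genes lower in *pi4kß1ß2* roots past the threshold, 14 of the 179 with a product description belonged to the cell wall class, which is defined by words such as expansin, extensin, pectin and arabinogalactan. The odds ratio was 6.58 (adjusted p = 6.58e-07, Fisher's exact test with Benjamini-Hochberg adjustment). This difference was also present with the replicate block (r = 0.31 between same-numbered root libraries), with 14 of 183 genes and an odds ratio of 6.42 (adjusted p = 8.65e-07, exact test). Cell wall location terms were found for 10 of the 179 genes, an odds ratio of 3.05. The cytoskeleton class by description held 4 of the 179 genes, an odds ratio of 1.89 that was not significant (adjusted p = 0.426, exact test). It became 0.86 at a log2 fold change threshold of 1, where 5 of 478 genes belonged to the class. In the fit with the block it held 4 of 183 genes (odds ratio 1.85, adjusted p = 0.575, exact test). Cytoskeleton location terms were found for none of the 179 genes and for 79 background genes.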

Interestingly, among the repressed genes, the cell wall-associated proteins were also enriched, while cytoskeleton-localized proteins were overrepresented. As for biological processes, we found enrichment in the categories of “response to stress”, “signal transduction”and “development” for both groups of genes. 

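Process terms of the response to stress were found for 14 of the 134 genes higher past the threshold and for 19 of the 179 genes lower, against 1209 of the 19583 background genes, odds ratios of 1.78 and 1.82. Signal transduction terms were found for 3 of the 134 genes higher and 2 of the 179 genes lower, against 556 of the background, odds ratios of 0.78 and 0.38. For development, 3 of the genes higher and 7 of the genes lower had a term, against 686 of the background, odds ratios of 0.63 and 1.12. At a log2 fold change threshold of 1 the odds ratio for signal transduction among the genes higher was 1.34 and that for development among the genes lower 0.89, so both lay on the other side of 1. Of the classes by description, protein kinases held 3 of the 134 genes higher (odds ratio 0.63, adjusted p = 0.706, Fisher's exact test with Benjamini-Hochberg adjustment), against 682 of the background. They held 1 of the 179 genes lower (odds ratio 0.15, adjusted p = 0.0762, exact test).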

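In the count data, *NPQ* (AT1G44575), *LQY* (AT1G75690), *CAS* (AT5G23060), *SHY2/IAA3* (AT1G04240) and *GER* (AT1G72610) were lower and *DREB2C* (AT2G40340) was higher in *pi4kß1ß2* roots. *SHY2/IAA3*, on chromosome 1 from 1128149 to 1129689, had 22.2 ± 2.06 normalized CPM in WT roots and 8.15 ± 1.51 in *pi4kß1ß2* roots (SD, n = 3), a log2 fold change of -1.44 (standard error 0.14, adjusted p = 0.000492 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). The log2 fold changes of *NPQ*, *LQY* and *CAS*, which encode a chlorophyll A-B binding family protein, a DnaJ/Hsp40 cysteine-rich domain protein and the calcium sensing receptor, were -1.15, -1.70 and -1.26. Their adjusted p-values were 0.0022, 0.00283 and 0.000692 (edgeR). *GER* had 3.37 ± 2.47 normalized CPM in WT roots and 0.864 ± 0.362 in *pi4kß1ß2* roots (SD, n = 3), a log2 fold change of -1.97 that was not significant (adjusted p = 0.0806, edgeR). With the replicate block (r = 0.31 between same-numbered root libraries), *GER* was called (adjusted p = 0.00177, from 6.17e-14 to 0.23 over the alternatives tried). *DREB2C* had a log2 fold change of 0.77 that was not significant either (adjusted p = 0.0528, edgeR). Transcripts enriched in leaves made up 0.201% to 0.303% of the counts in WT roots and 0.130% to 0.193% in *pi4kß1ß2* roots (two-sided exact permutation test, p = 0.1, the smallest that 3 against 3 libraries allow). With the 90 genes that pass a higher fold between leaves and roots, the shares overlapped, 0.0582% to 0.122% against 0.0414% to 0.0792% (exact permutation p = 0.3), although WT had the higher share in each of the 3 same-numbered pairs and the ratio of the means, 0.667, was close to the 0.645 of the main set. For *NPQ*, *LQY*, *CAS* and *GER*, whose levels are higher in leaves, a part of the difference was therefore not told apart from leaf tissue in the root samples, although their levels fell further than these shares.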

Results of the RNAseq analysis were confirmed by qPCR on a selection of genes (Supplementary Fig. S7). Among the genes most induced in *pi4kß1ß2* roots, we found several that were involved in response to hypoxia, oxidative stress and induced systemic resistance (Supplementary Fig. S8). 

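*SAG13*, a senescence-associated gene on chromosome 2 from 12600914 to 12602556, had 0.0504 ± 0.0467 normalized CPM in WT roots and 2.23 ± 0.255 in *pi4kß1ß2* roots (SD, n = 3; standard error of the log2 fold change 0.37, adjusted p = 8.11e-05 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). The peroxidase gene *PRX52* (AT5G05340), on chromosome 5 from 1578869 to 1580875, had 1.20 ± 0.750 in WT roots and 16.0 ± 2.84 in *pi4kß1ß2* roots (SD, n = 3), a log2 fold change of 3.76 (standard error 0.40, adjusted p = 0.00211, edgeR). Peroxidases and glutathione transferases, by product description, made up 10 of the 134 genes higher past a log2 fold change of 1.5, against 133 of the 19583 background genes. The odds ratio was 12.7 (adjusted p = 2.65e-07, Fisher's exact test with Benjamini-Hochberg adjustment), and the same with the replicate block.
Marker genes of 4 responses, written before the data were examined, were tested as sets with the camera test of limma. The camalexin set holds *CYP71A12* and *CYP71A13*, which are among the paper's most induced genes. Its test is therefore not independent of the paper's list. Of 15 hypoxia markers tested, 5 were higher and 10 lower in *pi4kß1ß2* roots, with a median log2 fold change of -0.03 (adjusted p = 0.665 over the 4 sets). With scaling by library size only, 8 were higher and 7 lower, and with the replicate block 7 and 8. These markers are not among the genes that the paper lists as most induced. The set therefore does not test what the paper states about those genes. Among the hypoxia markers *HB1* (AT2G16060) rose by 0.47 on the log2 scale (adjusted p = 0.00358, edgeR) and *PDC1* (AT4G33070) by 0.46 (adjusted p = 0.00212, edgeR), while *SUS4* (AT3G43190) fell by 0.29 (adjusted p = 0.0374, edgeR). None of the 3 was called in the fit of all 12 libraries. The call of *SUS4* was also lost with scaling by library size only. It was lost as well when WT root replicate 1 or 2 or *pi4kß1ß2* root replicate 2 or 3 was left out. Of 10 salicylic acid markers tested, 8 were higher, with a median of 0.24 (adjusted p = 0.0562). *CBP60g* (AT5G26920) and *FMO1* (AT1G19250) had log2 fold changes of 2.48 and 2.32 (adjusted p = 0.00141 and 0.000105, edgeR), whereas *ICS1* (AT1G74710) and *EDS5* (AT4G39030) had -0.68 and -0.79 (adjusted p = 0.0124 and 0.00123, edgeR). The call of *ICS1* was lost in the fit of all 12 libraries and with WT or *pi4kß1ß2* root replicate 2 left out. Of 10 markers of camalexin and the indole pathway tested, 8 were higher, with a median of 0.48 (adjusted p = 0.0205). *CYP71A12* (AT2G30750) rose from 6.32 ± 3.17 to 126 ± 36.0 normalized CPM (SD, n = 3), a log2 fold change of 4.32 (standard error 0.48, adjusted p = 0.00464, edgeR). *CYP71A13* (AT2G30770) had a log2 fold change of 4.54 (adjusted p = 0.00195, edgeR) and *PAD3* (AT3G26830) one of 1.08 (adjusted p = 0.00318, edgeR), the latter not called in the fit of all 12 libraries. *CYP71A12* and *CYP71A13* are close paralogs, and reads that fit both were left out of the authors' counts.
With the replicate number as a block (same-numbered root libraries correlated with r = 0.31), the medians were -0.03 for hypoxia, 0.31 for salicylic acid and 0.46 for camalexin, with adjusted p-values of 0.638, 0.0077 and 0.0077 from camera. The salicylic acid set thus passed the threshold in the paired fit, and its adjusted p lay between 0.000989 and 0.424 over the alternatives tried. The camalexin set did not pass it with 1 CPM in 4 of 6 libraries (adjusted p = 0.0782, camera). Other splits of the 6 root libraries into groups of 3 also gave set p-values as small for each of these sets. Among the 4 splits that part all same-numbered pairs, 3 were as small for hypoxia, 1, the real one, for salicylic acid and 2 for camalexin.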

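Of 37 auxin transport and metabolism genes listed by the paper, 35 passed the filter on low counts in roots and 31 had an adjusted p-value under 0.05 (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment over all genes tested), 20 of them higher and 11 lower in *pi4kß1ß2* roots. With the adjustment over the list alone, 32 did. As the list is the paper's own selection from these data, the latter number says nothing on stability. The number moved most in the fit of all 12 libraries, where 20 genes were called. Among the transport genes, *PIN5* (AT5G16530) fell from 4.83 ± 0.993 to 0.95 ± 0.398 normalized CPM (SD, n = 3), a log2 fold change of -2.36 (standard error 0.31, adjusted p = 0.00195, edgeR). *LAX1* (AT5G01240), *PILS5* (AT2G17500), *LAX3* (AT1G77690) and *PIN4* (AT2G01420) had log2 fold changes of -1.36, -0.79, -0.60 and -0.50, with adjusted p-values from 5e-05 to 0.0121. *PIN2* (AT5G57090) lies on chromosome 5 from 23100516 to 23105228. It had 125 ± 1.76 normalized CPM in WT roots and 185 ± 6.87 in *pi4kß1ß2* roots (SD, n = 3), a log2 fold change of 0.57 (standard error 0.04, adjusted p = 9.83e-05, edgeR). In the fit of all 12 libraries *PIN2* was not called (adjusted p = 0.412, from 2.36e-26 to 0.429 over the alternatives tried). That fit includes the leaf libraries, where *PIN2* had 8.47, 27.2 and 11.9 normalized CPM in those labelled WT. It therefore does not test the root difference alone. *PIN3* (AT1G70940) and *AUX1* (AT2G38120) did not differ beyond the spread between replicates, with log2 fold changes of -0.02 and 0.01 (adjusted p = 0.945 and 0.897, edgeR). The sign changed for both when single libraries were left out. Among the metabolism genes, *NIT4* (AT5G22300) and *NIT2* (AT3G44300) had log2 fold changes of 2.40 and 1.21 (adjusted p = 0.000103 and 9.09e-05, edgeR), and *CYP79B3* (AT2G22330) had -1.44 (adjusted p = 0.00109, edgeR).

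**Figure D2:**
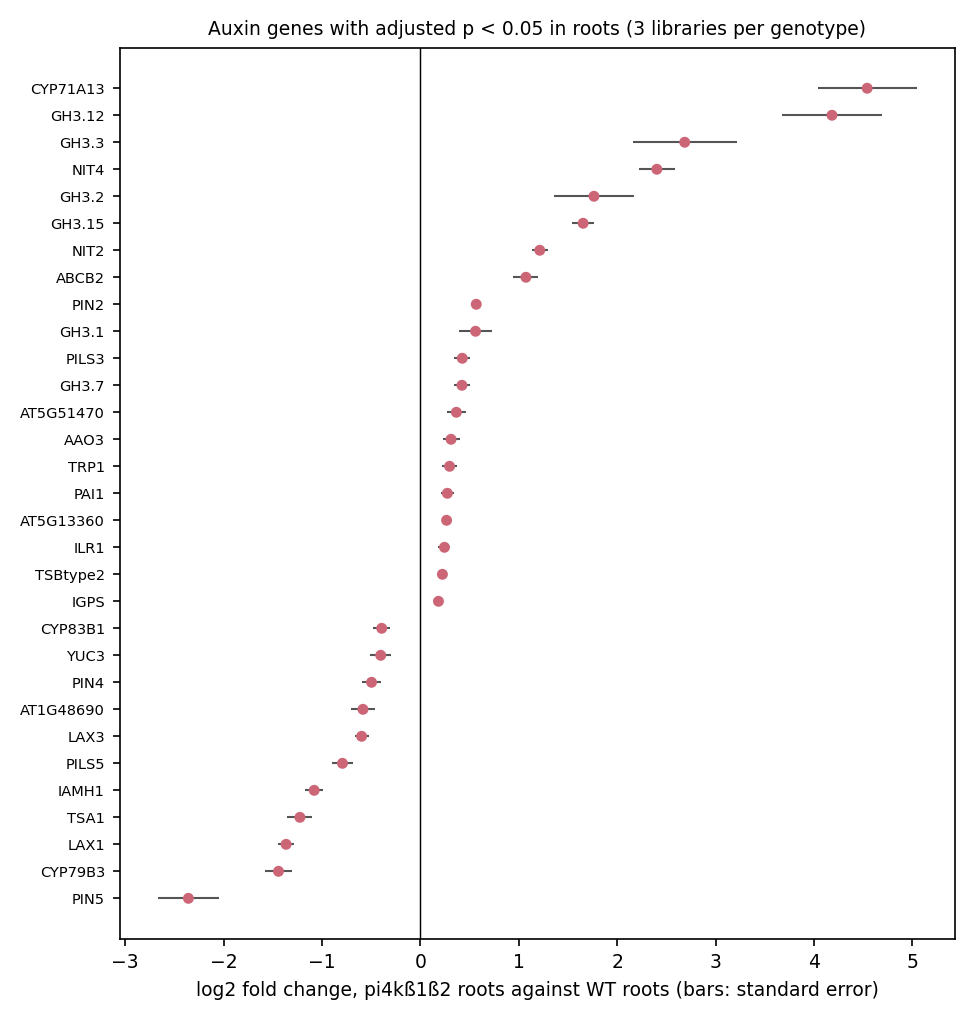
Log2 fold changes between *pi4kß1ß2* and WT roots of the 31 auxin transport and metabolism genes with an adjusted p-value under 0.05, with standard errors as bars. The genes tested without reaching that threshold are left out of the plot.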

A focus on genes involved in auxin transport or metabolism is displayed (Supplementary table S4). 

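*GH3.12* lies on the plus strand of chromosome 5 from 4267456 to 4271064, with 5 exons, and *GH3.3* on the minus strand of chromosome 2 from 9863855 to 9866562, with 3 exons. *GH3.12* had 0.249 ± 0.0475 normalized CPM in WT roots and 4.62 ± 2.12 in *pi4kß1ß2* roots (SD, n = 3), a log2 fold change of 4.18 (standard error 0.51, adjusted p = 0.00205 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). It stayed between 3.92 and 4.52 over the alternatives tried. *GH3.3* had 4.32 ± 2.14 and 27.6 ± 12.4 normalized CPM (SD, n = 3), a log2 fold change of 2.69 (standard error 0.53, adjusted p = 0.0238 from the same edgeR test). With the replicate block (r = 0.31 between same-numbered root libraries), the value for *GH3.3* was 2.64 (adjusted p = 0.0656, from 1.25e-08 to 0.0726 over the alternatives tried). Its call was also lost when WT root replicate 2 or 3 or *pi4kß1ß2* root replicate 2 was left out. Of the other GH3 genes, *GH3.15* (AT5G13370) and *BRU6/GH3.2* (AT4G37390) had log2 fold changes of 1.65 and 1.76 (adjusted p = 6.84e-05 and 0.0355, edgeR). The latter was not called in the fit with the block (adjusted p = 0.0873, from 2.86e-06 to 0.103 over the alternatives tried). The call of *BRU6/GH3.2* was also lost without a filter. It was lost as well when WT root replicate 2 or 3 or *pi4kß1ß2* root replicate 2 or 3 was left out. *GH3.6* (AT5G54510) had a log2 fold change of 0.69 that was not significant (adjusted p = 0.0663, edgeR).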

*GH3.12* (AT5G13320) and *GH3.3* (AT2G23170) are markedly up-regulated in *pi4kß1ß2* roots compared to WT ones.

Next, the list of the 200 most up-regulated and 200 most down-regulated genes in *pi4kß1ß2* mutant roots versus WT roots was used as a signature to interrogate public transcriptomic data using the Genevestigator similarity search program^25^. This was performed against curated root experiments dealing with root samples and classified as “Hormone”, “Temperature” or “Stress”. 

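Ranked by log2 fold change among the genes with an adjusted p-value under 0.05, the 200 genes most up-regulated in *pi4kß1ß2* roots had log2 fold changes from 7.79 to 1.30 with a median of 1.76. The 200 most down-regulated had log2 fold changes from -7.13 to -1.44 with a median of -1.78 (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). In every one of these genes the 3 libraries of one genotype lay above the 3 of the other. The median level was 3.86 normalized CPM for the genes up-regulated and 6.01 for those down-regulated. The selection depended on the filter on low counts, as 96 of the 200 genes up-regulated and 104 of the 200 down-regulated were also among the 200 selected without a filter. In the fit with the replicate block (r = 0.31 between same-numbered root libraries), 193 and 195 of them were selected.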

Out of the 10 most similar experiments, 7 concerned treatments with auxin (Fig. 3a). Within this set of curated root experiments (Fig. 3a), we then only selected the experiments dealing with response to auxins. According to the responses in these experiments of the 200 most repressed genes in our *pi4kß1ß2* versus WT root comparison, the experiments and the genes were clustered (Fig. 3b). This allowed the identification of clusters of genes, down-regulated in *pi4kß1ß2* mutant roots compared to WT ones and down-regulated in some experiments dealing with the response to auxin (Fig. 3b, clusters A,B,C; list of genes of these clusters in supplementary table 3). 

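Clusters A, B and C list 38 genes, of which 32 were matched to a gene ID in the count files and tested. All 32 were lower in *pi4kß1ß2* roots at an adjusted p-value under 0.05 (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and 24 had a log2 fold change under -1.5. The median log2 fold change was -1.65 for the 22 matched genes of cluster A (from -4.37 to -1.32), -1.60 for the 5 of cluster B and -1.60 for the 5 of cluster C. In cluster A, *CSLB5* (AT4G15290), a cellulose synthase family gene on chromosome 4 from 8721482 to 8726733, had 15.3 ± 1.88 normalized CPM in WT roots and 3.123 ± 0.410 in *pi4kß1ß2* roots (SD, n = 3), a log2 fold change of -2.29 (standard error 0.13, adjusted p = 3.91e-05, edgeR). *AT1G19900*, a glyoxal oxidase-related gene on chromosome 1 from 6906899 to 6908805, fell from 34.0 ± 8.89 to 5.77 ± 0.994 (SD, n = 3; log2 fold change -2.56, standard error 0.25, adjusted p = 0.00149, edgeR). In cluster C, *AT1G64590*, on chromosome 1 from 23993477 to 23995509, had 25.9 ± 3.13 in WT roots and 6.17 ± 1.42 in *pi4kß1ß2* roots (SD, n = 3; log2 fold change -2.07, standard error 0.18, adjusted p = 0.000529, edgeR). Since the paper drew the clusters from its own list of changed genes, their direction in these libraries was fixed by that choice, and the response to auxin of the public experiments was not analysed here.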

We did the same with the 200 most up-regulated genes in the *pi4kß1ß2* double mutant compared to WT roots and thus identified genes upregulated both in *pi4kß1ß2* mutant roots versus WT and up-regulated in curated experiments dealing with response to auxin in roots (Fig. 3c, cluster E). These clusters represent genes for which the effect of the *pi4kß1ß2* double mutation in the root compared to WT is similar to a treatment with auxin. 

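Of the 12 genes of cluster E, 9 were matched to a gene ID and 8 were tested. All 8 had a higher transcript level in *pi4kß1ß2* roots at an adjusted p-value under 0.05 (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), with a median log2 fold change of 1.87 (from 1.27 to 2.69). *EXPA12* (AT3G15370), an expansin gene on chromosome 3 from 5190554 to 5192197, had 0.502 ± 0.173 normalized CPM in WT roots and 2.58 ± 0.124 in *pi4kß1ß2* roots (SD, n = 3), a log2 fold change of 2.36 (standard error 0.23, adjusted p = 0.000331, edgeR). *ACS9* (AT3G49700) had a log2 fold change of 2.16 (standard error 0.27, adjusted p = 0.000921, edgeR), which was not called in the fit of all 12 libraries (adjusted p = 0.0574, from 3.28e-16 to 0.122 over the alternatives tried). From a second list, 20 of 23 early auxin response genes written before the data were examined were tested. The list shares *GH3.3* and *BRU6/GH3.2* with cluster E, genes such as *GH3.6* with the paper's auxin genes, and *SHY2/IAA3* with its selection for qPCR. Its test is thus not independent of genes that the paper reports as changed. Of the genes tested, 14 were higher and 6 lower in *pi4kß1ß2* roots, with a median log2 fold change of 0.49 (adjusted p = 0.022, camera test of limma over 4 sets). In the fit with the replicate block, for which same-numbered root libraries correlated with r = 0.31, the median was 0.47 (adjusted p = 0.027, camera). The set did not pass the threshold without WT root replicate 3 (0.0769, camera) or *pi4kß1ß2* root replicate 3 (0.115, camera). Within this set *ACS8* (AT4G37770) and *LBD16* (AT2G42430) rose by 1.78 and 1.28 on the log2 scale (adjusted p = 0.000944 and 0.0108, edgeR), whereas *SHY2/IAA3* was lower. *LBD16* was not called in the fit of all 12 libraries, and 6 of the 10 splits of the 6 root libraries into groups of 3, and 3 of the 4 that part all same-numbered pairs, gave p-values as small for this set. From the genes that change in the same direction in the mutant and in the auxin experiments, the paper reasons that for clusters A, B, C and E the effect of the double mutation in roots is similar to a treatment with auxin.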

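In cluster D, which lists 10 genes, 9 were matched to a gene ID and 8 were tested. All 8 were lower in *pi4kß1ß2* roots at an adjusted p-value under 0.05 (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), with a median log2 fold change of -1.54 (from -2.09 to -1.37). *AT3G06390* of this cluster, on chromosome 3 from 1938335 to 1939853, had 57.4 ± 2.01 normalized CPM in WT roots and 16.8 ± 1.153 in *pi4kß1ß2* roots (SD, n = 3), a log2 fold change of -1.78 (standard error 0.06, adjusted p = 5e-06, edgeR). In cluster F, 9 of 11 genes were matched and tested, and all 9 were higher in *pi4kß1ß2* roots, with a median log2 fold change of 1.88 (from 1.39 to 2.47). The berberine bridge family gene *AT1G26420* of cluster F, with a log2 fold change of 2.34, lies beside *AT1G26380*, *AT1G26390* and *AT1G26410* on chromosome 1, all higher in *pi4kß1ß2* roots. Over all 6 clusters, 59 of the 71 listed genes were matched and 57 tested, each with an adjusted p-value under 0.05 and 42 past a log2 fold change of 1.5.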

Yet other clusters exist, consisting of genes that are down-regulated in *pi4kß1ß2* roots, but were shown to be upregulated by auxins in public transcriptomics data (Fig. 3b, cluster D; supplementary table S3), or genes that are up-regulated in *pi4kß1ß2* roots, but were shown to be upregulated by auxins in public transcriptomics data (Fig. 3c, cluster F; supplementary table S3). The transcript levels of selected auxin responsive genes representing different clusters were monitored by qPCR in mutant and WT plants, treated or not with 10 nM IAA for 24 h (Fig. 3d). The transcript level of *AT1G64590, CSLB5, SAUR9, NPF2.4* and *BRU6* in the untreated roots of *pi4kß1ß2* mutant was similar to that in WT roots treated with auxins. On the other hand, the transcription of *CSLB5, FLA13* and *BRU6* did not change in response to auxin in the *pi4kß1ß2* mutant, showing another evidence of affected auxin response.

**Figure 3:**
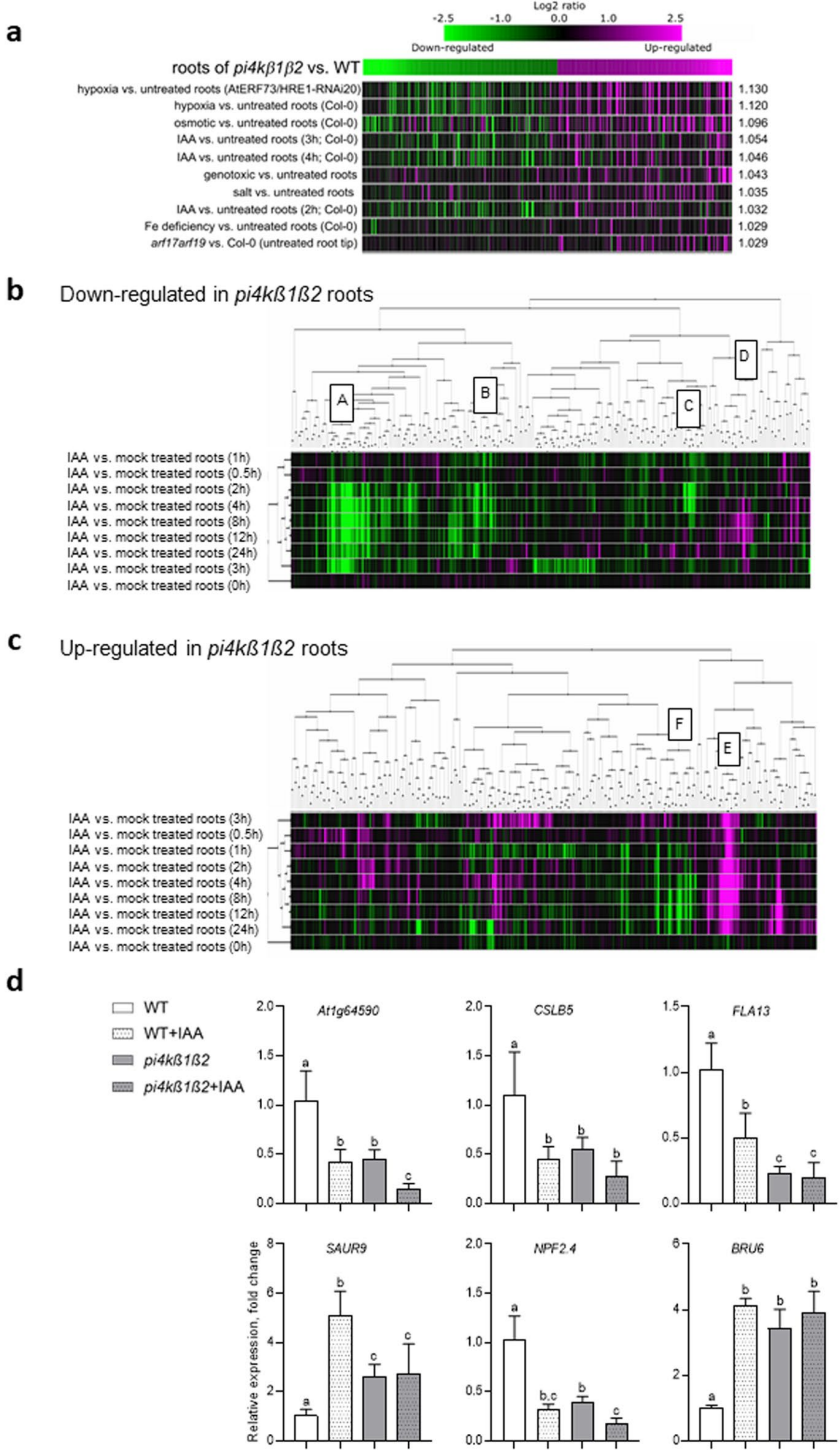
Transcriptomic analysis of *pi4kß1ß2* roots. (**a**) Similarity between the *pi4kß1ß2* roots transcriptome (compared to WT) and the stress-, hormone- or temperature- responsive transcriptomes. The 200 genes most up-regulated in *pi4kß1ß2* roots compared to the WT and the 200 genes most down-regulated in *pi4kß1ß2* roots compared to the WT were used as a signature to search for transcriptome experiments with the highest similarity. The similarity search was performed against the 56 root experiments classified as “stress”, “temperature” or “hormone” by Genevestigator (Hruz et al., 2008). Experiments were sorted according to Euclidean distance. Expression of the signature genes in the 10 most similar experiments are shown in color-scale; (**b,c**) Hierarchical clustering of curated root experiments dealing with the response to auxins. The 9 curated root experiments dealing with auxins in Genevestigator were retrieved. According to the expression in these experiments of the 200 most down-regulated (**b**) genes in our *pi4kß1ß2 vs. WT* root comparison, the genes and experiments were clustered with the Biclustering tool in Genvestigator. The same was done using the 200 most up-regulated (**c**) genes in our *pi4kß1ß2 vs. WT* root comparison. Similarities between expression profiles were determined using Pearson correlation. For each experiment, the duration of hormone treatment is indicated. Separated gene clusters with highest levels of induction/repression are labeled and genes are specified on the right panel; (**d**) Response of selected genes to auxin. Five-day-old seedlings were transferred to a medium containing 10 nM IAA, and roots for RNA extraction were harvested after 24 h. The data are presented in means ± SE, n = 9, with a Tukey honestly significant difference (HSD) multiple mean comparison post hoc test. Different letters indicate a significant difference (one-way ANOVA, Tukey HSD, *p*-value < 0.05).

### Assessing auxin sensitivity of *pi4kß1ß2* roots

We next checked auxin transcriptional response by a reporter system, introducing by crossing the auxin sensitive synthetic promoter DR5^27^ fused to a GUS reporter gene into *pi4kß1ß2* background. Surprisingly, the basal level of DR5 promoter activity was lower in root and leaf meristem of the *pi4kß1ß2* plants (Fig. 4a,b). After exposure to 10 nM IAA, an important increase of DR5-GUS signal was detected in WT meristems, but not in the *pi4kß1ß2* mutant (Fig. 4a,b), confirming that the sensitivity to IAA is impaired in the mutant line.

**Figure 4:**
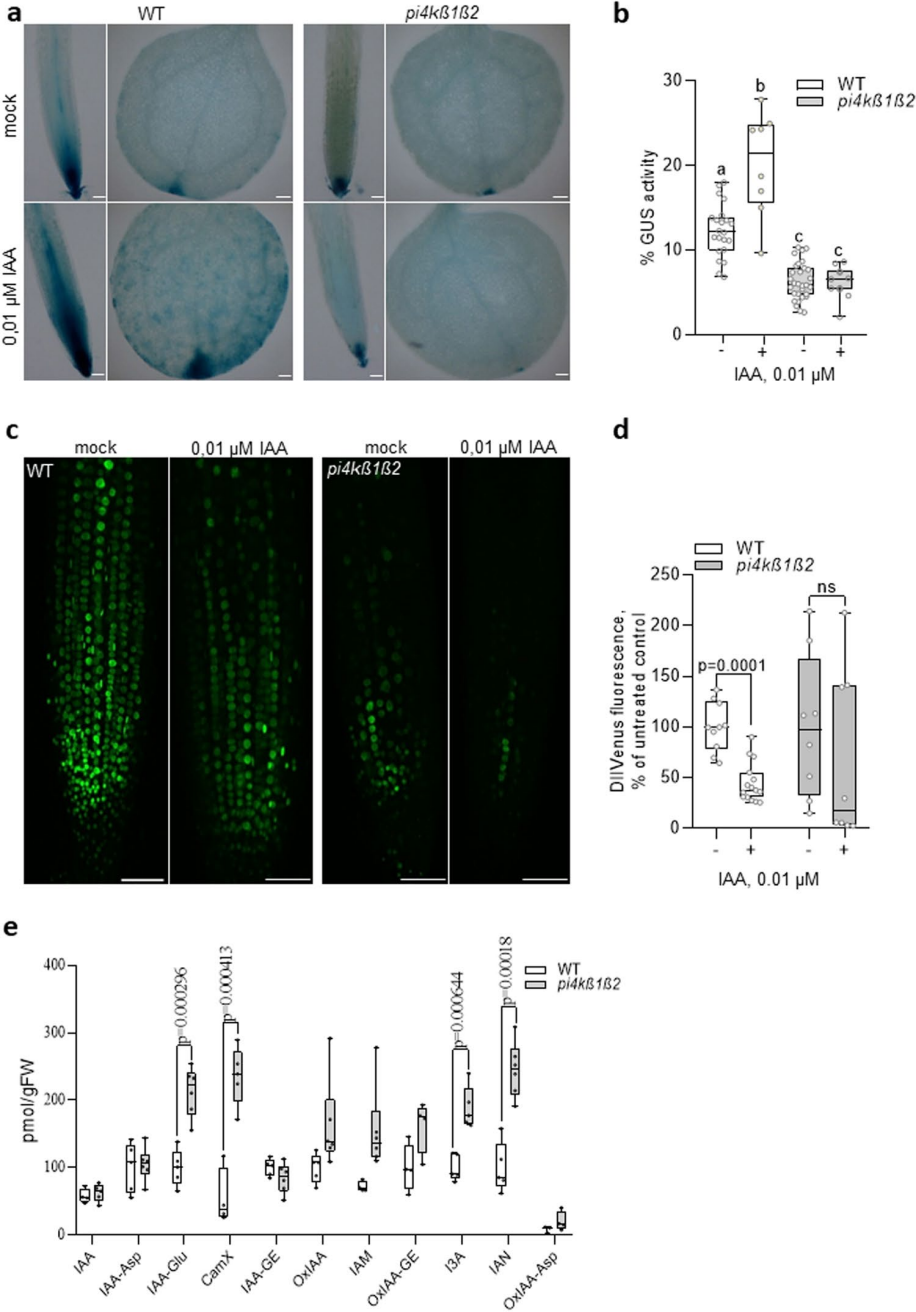
Auxin sensitivity of the *pi4kß1ß2* mutant. (**a**) representative images of DR5-GUS activity in 5-day-old root and cotyledons in the presence or not of 0.01 µM IAA for 12 h, scale bar = 100 µm; (**b**) DR5-GUS quantification, % of GUS-stained area in root meristem, n = 10; (**c**) representative images of DII-VENUS fluorescence in root tip of 7-day-old seedlings in the presence or not of 0.01 µM IAA for 1 h, maximum intensity Z-projections of 10 nm stacks, scale bar = 50 µm; (**d**) DII-VENUS fluorescence quantification, % of meristematic zone; n = 10; (**e**) quantitation of IAA metabolites and conjugates in 7-day-old roots, n = 6; Central line of the boxplots represents the median, circles represent individual values; *p*-value is indicated for significantly different groups, ns – non significant; unpaired *t*-test (**d,e**); The data are presented in means ± SD, n = 10, with a Tukey honestly significant difference (HSD) multiple mean comparison post hoc test. Different letters indicate a significant difference (one-way ANOVA, Tukey HSD, P < 0.05) (**b**); Experiments were repeated three times; data from a representative repeat are shown. IAA = indole-3-acetic acid, IAA-Asp = IAA-aspartate, IAA-Glu = IAA-glutamate, CamX = camalexin, IAA-GE = IAA-glucose ester, OxIAA = oxo-IAA, IAM = Indole-3-acetamide (IAA precursor), OxIAA-GE = oxo-IAA-glucose ester, I3A = indole-3-aldehyde, IAN = Indole-3-acetonitrile (IAA precursor), OxIAA-Asp = oxo-IAA-aspartate.

The DII-VENUS^28^ construct was introduced into the *pi4kß1ß2* mutant by floral-dip agrobacterium transformation. DII-VENUS is a fast maturing form of a yellow fluorescent protein fused in-frame to the Aux/IAA-interaction domain (termed domain II;) and it is rapidly degraded in response to auxin^28^. It is used as a reporter of auxin level. As the DII-VENUS reporter was introduced by agrobacterium transformation, the potential positional effect of the insert cannot be excluded, so the basal fluorescent signal cannot be compared between the lines but signals can be compared within one line. After exposure to 10 nM IAA, a significant decrease of DII-VENUS fluorescence signal was detected in WT plants, but not in the *pi4kß1ß2* mutant (Fig. 4c,d). To check whether the mutant insensitivity to IAA might be a consequence of an elevated IAA level in control conditions, we extracted hormones from the total root system and measured the content of IAA metabolites and conjugates. No difference in the measured free IAA content was detected between genotypes, while IAA-Glu, CamX, I3A and IAN concentrations were higher in the *pi4kß1ß2* mutant than in the wild type (Fig. 4e).

### Localization of auxin efflux transporter PIN2 is altered in the *pi4kß1ß2* mutant

As auxin signaling is relying on the correct auxin transport between and within the cells, we investigated the localization and dynamics of auxin transporter PIN2. We analyzed plants expressing PIN2::PIN2-GFP by immunostaining (Fig. 5a–e) and confocal microscopy of PIN2-GFP in both WT and *pi4kß1ß2* backgrounds (Fig. 5f–k). Overall, PIN2-GFP was distributed on the plasma membrane in the same cell types and with a similar polar distribution in mutant roots compared to WT roots. However, in the *pi4kß1ß2* mutant, several “black holes” in the signal were detected along the plasma membrane (Fig. 5b–e, Supplementary Fig. S9). When counterstained with FM 4–64, a dye that labels the plasma membrane, it was seen that the unstained parts in the *pi4kß1ß2* roots corresponded to tunnels between adjacent cells (Fig. 5c–e). Confocal microscopy color-coded projections of pictures were taken over time to track PIN2-GFP intracellular movement in the meristematic zone. The chaotic distribution of vesicles in *pi4kß1ß2* compared to the vesicles aligned in WT showed not only differences in the amount of GFP-marked intracellular vesicles, but also that their movement was less rectilinear and very fast in *pi4kß1ß2* (compare Fig. 5f–h, where vesicles are indicated by white arrows, and the corresponding Supplementary movies SM3 for WT and SM4 for *pi4kß1ß2*). Differences in vacuolar morphology were also observed in *pi4kß1ß2* (Fig. 5i,j; Supplementary Fig. S10), with bigger and less fragmented vacuoles than the WT. When focused on growing root hair cells, altered movement of fluorescent marked vesicles in mature root hair cells and elongating root hairs in *pi4kß1ß2 PIN2::PIN2-GFP* was observed (Supplementary movies SM5 for WT and SM6 for *pi4kß1ß2*). Bright field imaging also revealed differences in the flow of cytoplasmic streaming. Circulation of the cytoplasmic stream occurred close to the plasma membrane and in a straight path in the WT, whereas in the mutant stream the stream flowed in less coordinated lanes. We then studied the response to a dark shift of whole seedlings, a treatment known to enhance PIN2-GFP delivery to the lytic vacuole^26^. A 1 h dark shift caused the translocation of PIN2-GFP to lytic vacuoles in WT roots but not in the double mutant (Fig. 5k,l). All these results point to altered intracellular trafficking dynamics in the roots of *pi4kß1ß2* seedlings.

**Figure 5:**
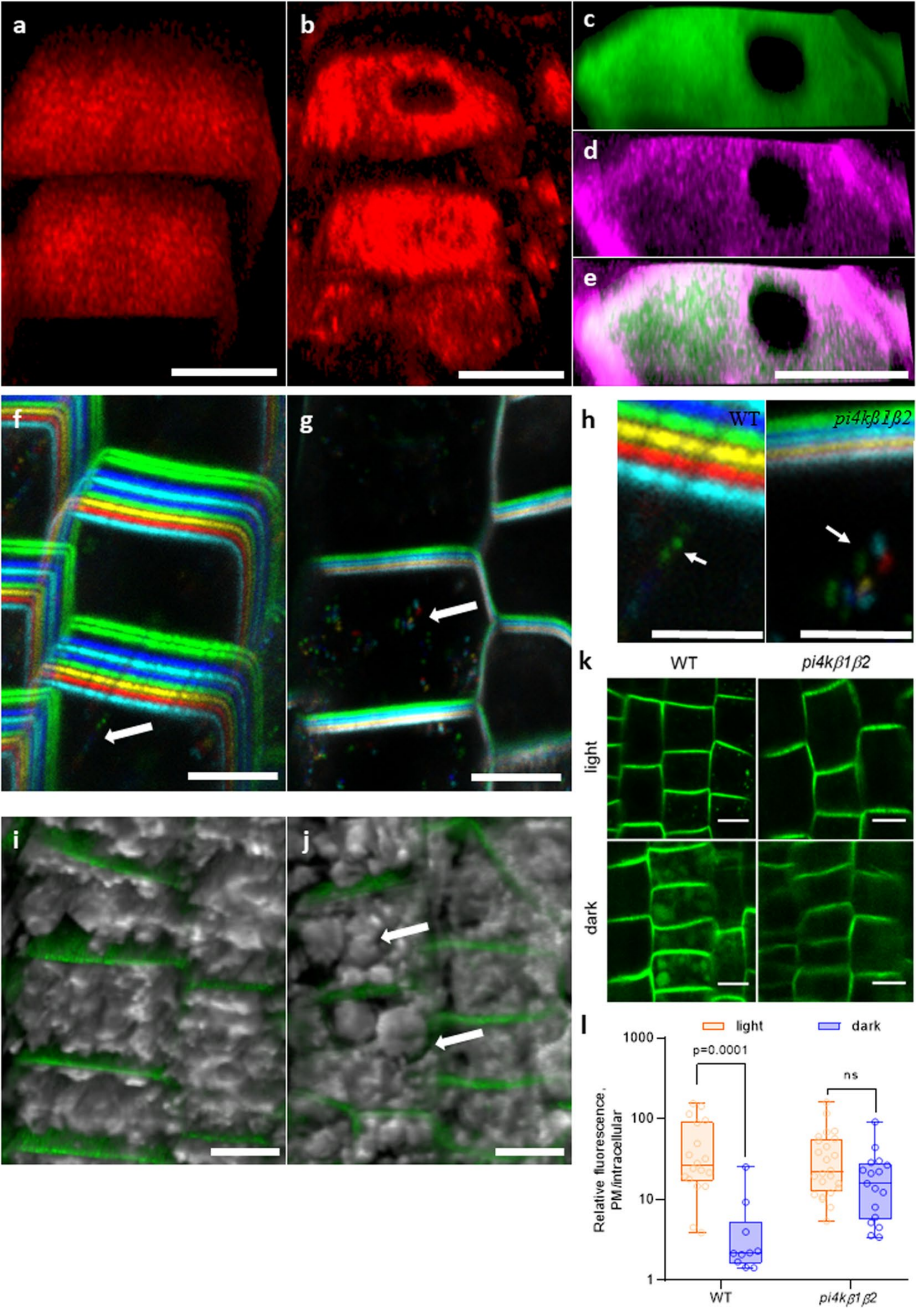
Visualization of PIN2-GFP subcellular distribution by confocal microscopy. (**a**) distribution of PIN2 along the PM in WT roots, immunostaining; (**b**) distribution of PIN2-GFP along the plasma membrane in *pi4kß1ß2* roots, immunostaining; (**c,d,e**) show PIN2-GFP signal overlapping with FM4-64 dye, (**c**, FM4-64; **d**, PIN2-GFP; **e**, merged signals); (**f,g**) color-coded projection of PIN2-GFP distribution and intracellular movement over time in (**f**) WT and (**g**) *pi4kß1ß2* backgrounds; arrows point to vesicles moving in time; (**h**), zoomed part of f and g, scale bars 5 μm, arrows point to vesicles moving in time; (**i,j**) merged 3D reconstruction of pictures taken along the z-axis of the bright field and fluorescent channel of PIN2 distribution along the plasma membrane and vacuole morphology in (**i**) WT and (**j**) *pi4kß1ß2* backgrounds; arrows point to enlarged vacuoles in *pi4kß1ß2*; (**k**) visualization of PIN2-GFP movement towards the lytic vacuole upon a dark shift of whole seedlings. After 1 h, the GFP signal was visible in the WT background, but not in *pi4kß1ß2*; (**l**) quantification of the GFP signal intensity in the lytic vacuole, each circle represents the plasma membrane/intracellular ratio for a single cell; *p*-value is indicated for significantly different groups, ns—non significant; unpaired *t*-test with correction for multiple comparisons; n = 25; scale bars 10 μm.

### Actin stability and remodeling are affected in the *pi4kß1ß2* mutant

Five-day-old *pi4kß1ß2* seedlings expressing 35S::LifeAct-GFP were sprayed with 10 µM latB, a drug that inhibits actin polymerization. Treated seedlings were then observed under a confocal microscope (Fig. 6a). Without a latB treatment, the fluorescence signal occupancy was lower in *pi4kß1ß2* compared to WT seedlings. After a 90 min exposure to latB, the fluorescence signal occupancy in *pi4kß1ß2* decreased 40%, while no change was detected in WT plants (Fig. 6b). After a 150 min of exposure to latB, the signal occupancy in WT showed a 35% decrease compared to the control, while the occupancy decreased to 54% for the *pi4kß1ß2* mutant compared to control conditions. Interestingly, while WT roots showed a gradual decrease in actin filament bundling (Fig. 6c) in due course of latB treatment, no significant changes were observed in the *pi4kß1ß2* double mutant.

**Figure 6:**
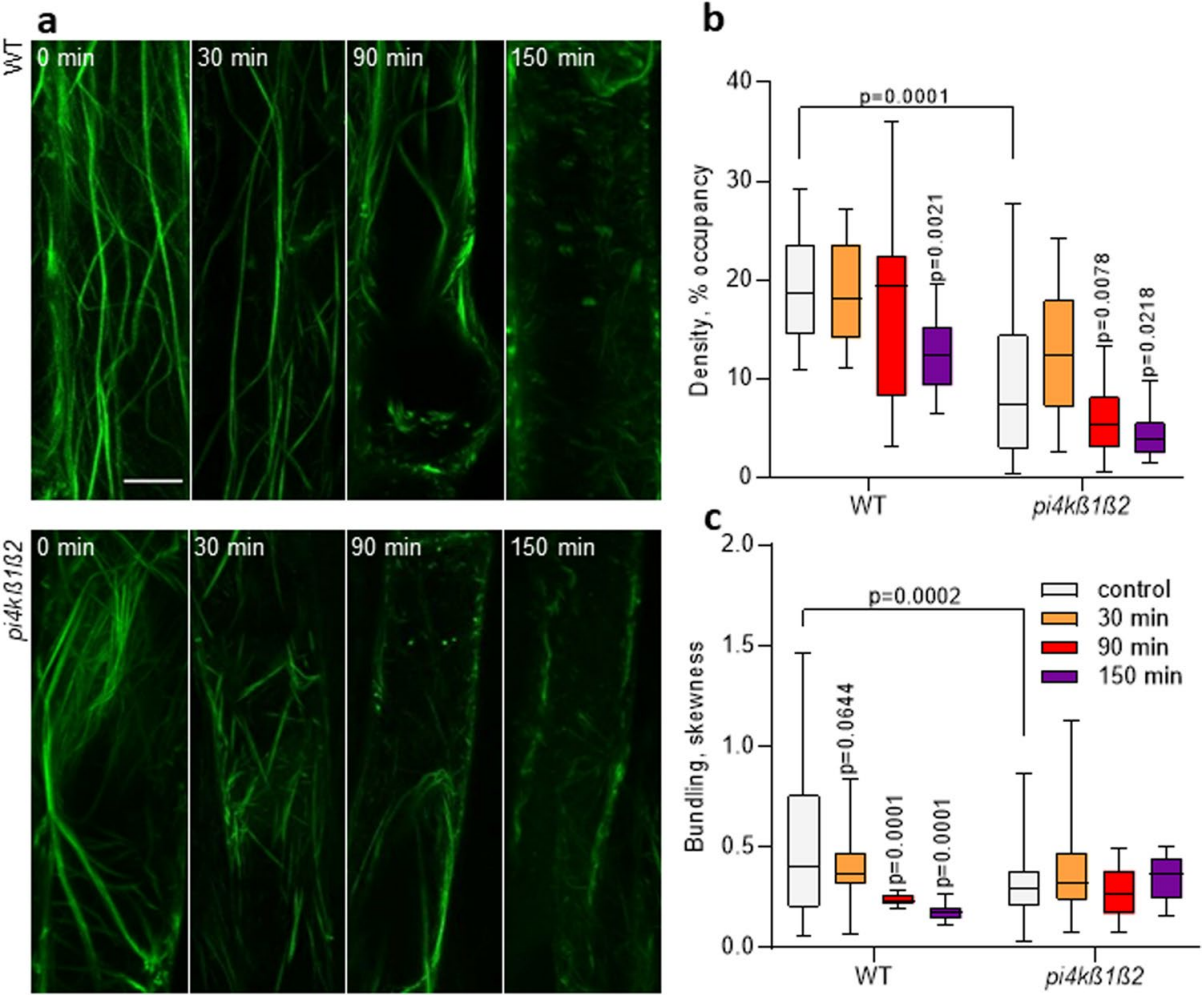
Actin reorganization in the *pi4kß1ß2* mutant in response to latrunculin B. Five-day-old seedlings expressing 35S::LifeAct-GFP were sprayed with 10 µM latB. (**a**) representative maximum intensity projections of root epidermis of WT and *pi4kß1ß2* plants; confocal microscopy, scale bar = 10 μm; (**b**) quantitative analysis of the density (expressed as percentage of occupancy) of actin filament arrays in epidermal cells; (**c**) quantitative analysis of the extent of filament bundling (expressed as skewness) in epidermal cells. Central line of the boxplots represents the median, plus represents the mean; circles represent individual values; *p*-value is indicated for significantly different time points within each genotype and for the comparison of genotypes immediately after treatment; one-way ANOVA with Tukey HSD *post-hoc* test; n = 10.

## Discussion

Here, we show that PI4Kß1ß2 deficiency led to up to a fourfold decrease of primary root length compared to WT seedlings. A dwarf phenotype, both in the roots and aerial parts, has already been reported for the *pi4kß1ß2* mutant^21^. Notably, the small rosette size of 4-week-old *pi4kß1ß2* mutant plants has been linked to an increased constitutive SA level^21^. Indeed, a *pi4kß1ß2sid2* triple mutant did not accumulate SA and it did not display the stunted rosette phenotype. However, *pi4kß1ß2sid2* seedlings still exhibited shorter roots than WT plants, thus showing that this root phenotype was a SA-independent process^21,22^. Furthermore, SA accumulation did not occur in young *pi4kß1ß2* seedlings^22^, thereby confirming that the root length phenotype was not due to high SA levels. Similar SA levels in *pi4kß1ß2* and WT roots were found in this work (Supplementary Fig. S11), thus confirming that the observed root phenotype was not related to altered SA levels and therefore it was an SA-independent process.

So what causes the short root phenotype of *pi4kß1ß2* seedlings? To answer this question, a detailed analysis of root morphology was undertaken (Fig. 1). The shorter primary roots of the double mutant appeared to be due to a reduced meristematic zone due to a lower number of cells. The CycB1::GUS associated signal occupied a significantly smaller (about 10%) area of the meristematic zone in *pi4kß1ß2* seedling roots when compared to the WT. This might explain in part why there were fewer cells in the meristematic zone of the mutant. An absent or a very short transition zone might also result from elevated auxin levels or an enhanced response to auxin. Indeed, the transition zone in a root begins where auxin levels attain a minimum^28^. The shorter primary root length in the *pi4kß1ß2* double mutant was also associated with smaller cortical cells measured in the differentiation zone. A reduced meristematic zone in the *pi4kß1ß2* mutant has been documented previously^29^, but we have supplemented these data by measuring meristem cell number and cell length in the differentiation zone. Concerning root hair length, we observed a bimodal distribution in the *pi4kß1ß2* plants, with very short hairs that gave the impression of bald zones. Interestingly, the regularity of trichoblasts/atrichoblasts formation was not affected in the mutant.

Due to the observed root phenotypes, an obvious next step was to assess the sensitivity of the double mutant to different hormones known to alter root growth. Root sensitivity to BAP or SA did not differ between *pi4kß1ß2* and WT seedlings. On the contrary, a loss of sensitivity in the double mutant to exogenous IAA was observed with respect to inhibition of primary root length, inhibition of cortical cell elongation, and elongation of the meristematic zone (Fig. 2, Supplementary Fig. S4a,b). This was in agreement with the experiments of Löfke et al., 2015, showing that altered vesicular trafficking due to inhibited PI4Kß1ß2 activity resulted in lower sensitivity to auxin NAA, altered vacuolar morphology and cell elongation^30^. Interestingly, *pi4kß1ß2* double mutant was less efficient in response to gravistimulation, another auxin-related process. Notably, not only the root elongation, but also the root tip orientation towards gravity vector were impaired in the mutant, suggesting gravity sensing defects.

To detail the cellular processes that were interfering with the response to stimulation in mutant roots, we performed full transcriptomic analysis. We found that differences in gene expression between *pi4kß1ß2* and WT roots were in part similar to those observed between auxin treated and non-treated WT roots. Yet, not all genes followed this trend and thus this similarity is only apparent. Besides, we tested by qPCR the response to auxin on a selection of genes, previously described as auxin responsive. The addition of exogenous IAA had no or only a small effect on the expression of those genes in *pi4kß1ß2* compared to the WT. Similarly, DR5-GUS was not induced in the *pi4kß1ß2* mutant after exposure to exogenous IAA. Besides, we also monitored a lower activity of the transcriptional reporter DR5-GUS in non-treated *pi4kß1ß2* mutant meristems (in root tip or cotyledon tip) compared to wild type ones. Therefore, there seems to be a lower sensitivity to auxin, either exogenous or endogenous, as far as gene expression is concerned.

Why is the double mutant less sensitive to exogenous IAA? A possibility could be that the mutant is no longer responsive because of a constitutive high auxin level. As mentioned above, some of the observed root traits of the double mutant (such as a very short transition zone) already resemble an auxin response even in non-treated conditions. Yet, the DR5-GUS in control conditions does not plead for higher IAA content in the mutant. Besides, the level of free bioactive IAA was comparable between mutant and WT roots. The use of the DII-VENUS, a reporter directly related to the bioactive signal itself^31^, gives another block of valuable information. DII corresponds to the auxin binding domain of AUX/IAA ; when IAA binds to this domain, AUX/IAA proteins are released from ARF factors and they can interact with SCF^TIR1^ that ubiquitinylates them for degradation by the proteasome. Because the reporter was introduced by transformation in the *pi4kß1ß2* mutant, we cannot directly compare data obtained in wild type to mutant background, but we can compare data within one line. In the mutant background, the DII-VENUS fluorescence was not significantly reduced by addition of exogenous IAA, as it was in WT seedlings. This is coherent with a non- or low- sensitivity to auxin we already documented based on gene expression data. The point is therefore to understand why DII-VENUS fluorescence is not reduced by addition of exogenous IAA. An explanation might be related to auxin homeostasis. In the *pi4kß1ß2* mutant, we detected elevated levels of several inactive auxin metabolites including the glutamate-conjugate form. IAA-Glu is an early metabolite and storage form of IAA and is synthesized upon incubation of plants with high concentrations of IAA, and is considered precursors for auxin degradation^32^. High level of IAA-Glu might result from a constitutive conjugation activity in the double mutant. Transcripts of different GH3 enzymes involved in aminoacid conjugation are indeed markedly up-regulated in the *pi4kß1ß2* roots. The affected balance between precursors or conjugates or IAA might then explain partial auxin-like response in roots. Conversely, this affected balance also probably reflects the affected sensitivity to active auxin. It is likely that in *pi4kß1ß2* mutant, exogenous IAA is conjugated, resulting in the IAA level not changing, as seen by DII-Venus monitoring.

The *pi4kß1ß2* mutant also showed an altered subcellular trafficking behaviour of PIN2, including trapping of the PIN2-GFP fusion protein in rapidly moving vesicles and a reduced transport towards the lytic vacuole upon a dark shift of *pi4kß1ß2* seedlings. Differences in *pi4kß1ß2* vacuolar morphology were also observed, with bigger and less fragmented vacuoles compared to the WT. This phenotype corresponds to that observed when WT Arabidopsis were treated with wortmannin, an inhibitor of PI4K activity^33^. In *pi4kß1ß2* roots, PIN2 localization by immunostaining and staining with FM64 evidenced “black holes” or stubs corresponding to tunnels between adjacent cells, also referred to as “cell wall stubs”. This can be linked with unfinished cytokinesis^23,34^. Caillaud et al. (2008)^35^ demonstrated that map65-3/ple mutants displayed cell wall stubs and multiple nuclei in the root meristem, both features of cytokinesis-defective mutants. Interestingly, MAP65-3 is a downstream target for inhibition by MAP kinase MPK4, and also a physical interaction between PI4Kβ1 and MPK4 has been reported^23^. Lin et al., (2019)^23^ proposed that PI4Kβ1 and MPK4 influence localization and activity of MAP65-3, acting synergistically to control phragmoplast dynamics. The altered cytoskeleton organization in our mutant could explain some of the trafficking issues, as the movement of membrane vesicles depends on the cytoskeleton^36^. For example, it was shown that PIN1 cycling is actin-dependent^37^. Proper assembly of the cytoskeleton in concert with the molecular motors, myosins, is essential for active internal transport, and therefore proper distribution of cargos, like PIN2^1,38^. Rho proteins mediate signals for cytoskeletal reorganization and cell polarity and they are also implicated in the regulation of endo- and exocytosis, and correct localization of PIN1^39^. Moreover, a direct interaction between both PI4Kβ1 and PI4Kβ2 and another GTPase protein involved in membrane trafficking, RabA4B, has been reported^40^. Membrane recruitment of ROP-GTPase ROP6 (and possibly also other ROPs) is also dependent on anionic phospholipids^41,42^. We therefore suggest that an altered regulation of Rho proteins by phosphoinositides could help explain, in part, the observed problems of *pi4kß1ß2* roots.

Can the alteration in trafficking and cytoskeleton explain the insensitivity to auxin? Proper spatial and temporal distribution of auxin in the root tip ensures differentiation of cell files and therefore conditions normal root hair outgrowth. This relies on an auxin efflux carrier modulating auxin circulation within root tip^1^. Therefore, altered trafficking can have consequences on root response to endogenous auxin. Concerning exogenously added auxin, the temporal distribution might not be the key factor and as mentioned above, auxin homeostasis probably explain the phenotypes.

Similar root phenotypes have been observed already in mutants affected in other steps of phosphoinositide turn-over. The *pip5k1pi5k2* mutant lacking two isoforms of PI4,5 K also showed shorter roots, a reduced meristematic zone and a lower sensitivity to exogenous auxins^43^. The *pip5k2* mutant has less lateral root formation and impaired gravitropism^43,44^. On the contrary, our *pi4kß1ß2* mutant has more lateral roots^45^. We can thus speculate that some of the observed phenotypes of *pi4kß1ß2* seedlings are in part due to altered production of PI4,5P2. As mentioned earlier, *pi4kß1ß2* roots did not respond to a gravitropic stimulus, which is dependent on fine-tuned spatial and temporal modulation of PIN2 distribution as well as auxin gradient regulation^46–49^. On the other hand, root bending requires a functional cytoskeleton network^49^. Proper actin cytoskeleton assembly is also required to trigger and maintain root hair integrity^50,51^, which is compromised in the *pi4kß1ß2* mutant. Furthermore, phosphoinositides can regulate actin dynamics by direct interaction with actin-binding proteins (ABPs)^52,53^, or affect actin polymerization, dynamics, and association with membranes indirectly through regulation of the activity and localization of Rho GTPases^54^ or via recruiting scaffolding proteins to the PM^52,55^. Indeed an altered actin cytoskeleton was observed in our mutant and phosphoinositides are well known to regulate actin organization^56^. A *pi4p5k10/11* double mutant also displayed an increased sensitivity to latB, whereas PI4P5K10 overexpression resulted in aggregation of the apical actin fringe in tobacco pollen tubes^43^.

Nevertheless, the intermediate signaling links connecting PI4Kbeta 1/2 deficiency and the resulting misregulation of PI4P on endomembranes with altered ectopic auxin signaling activities remain to be clarified. For instance, root gravitropic growth requires establishing of PIN2 polarity, that also involves MEMBRANE ASSOCIATED KINASE REGULATOR 4, MAKR4, acting downstream of auxin receptors TRANSMEMBRANE KINASE1 (TMK1). At the same time, PIN2 and MAKR4 plasma membrane localisation is dependent on anionic phospholipids turnover^57^*.* On the other hand, root bending requires cell wall modification that is under control of AHA H^+^-ATPases in cooperation with TMKs^58^. Interestingly, a mutant *cngc2*, deficient in plasma membrane-localized CYCLIC NUCLEOTIDE-GATED ION CHANNEL 2 exhibits a phenotype, partially similar to *pi4kß1ß2.* This concerns stunted root and rosette growth, SA accumulation in the leaves, lower gravitropic bending and impaired sensitivity to exogenous auxin*,* but, unlike *pi4kß1ß2, cngc2* mutant accumulates higher endogenous IAA^59^.

Based on our observations, a working model is proposed that assembles multiple causes leading to the short root phenotype of the *pi4kß1ß2* mutant that arises from several root developmental defects, including reduced cell number and length (Fig. 7). Many correlate with altered dynamics of intracellular delivery processes. Plasma membrane establishment remains incomplete, cell architecture is misshaped, and PIN2 turnover is altered in the root elongation zone. This can be associated with a lower stability of the actin filaments network. Based on DII-VENUS degradation and gene expression, there appears to be a lack of response to auxin, endogenous or exogenous, in the *pi4kß1ß2* mutant. A link between altered trafficking/cytoskeleton integrity and this lack of gene expression response will require further investigations.

**Figure 7:**
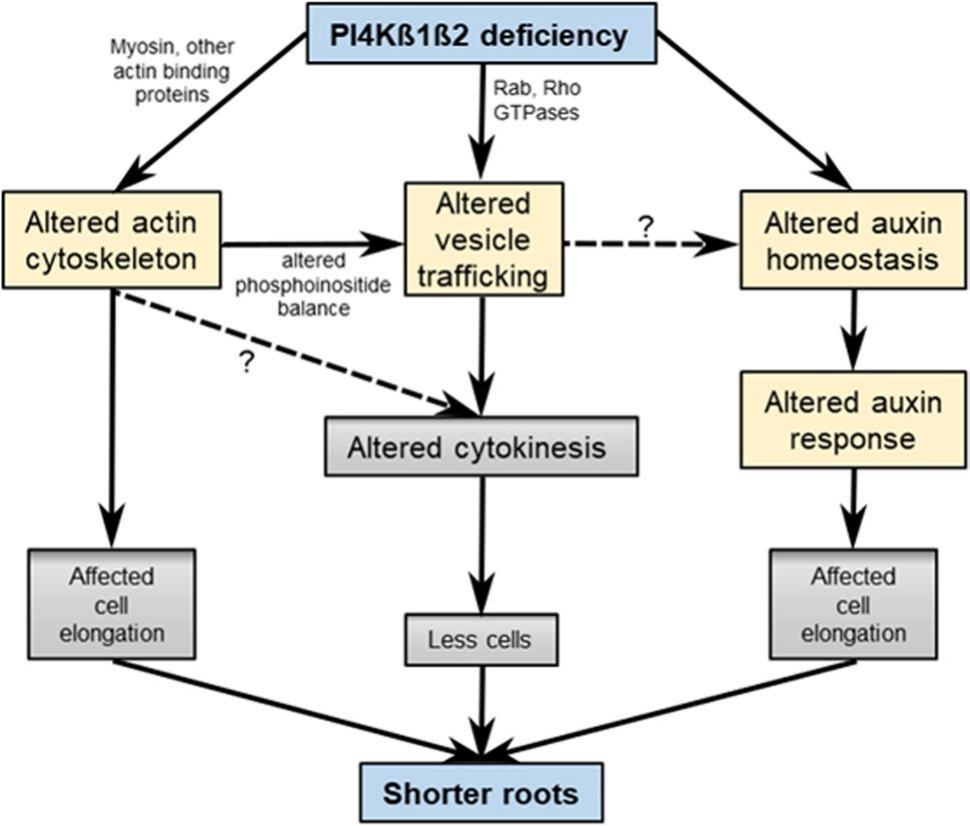
Working model for the impact of *pi4kß1ß2* mutations on root length. The *pi4kß1ß2* mutations lead to an altered actin cytoskeleton, an altered vesicle trafficking and an altered sensitivity to auxin including at the gene expression level. Altered trafficking can be linked to PI4K interacting with small G proteins like Rab or Rho proteins; it could also be a consequence of the weakened cytoskeleton. It is hypothesized that both altered cytoskeleton and trafficking prevent a correct cytokinesis. Finally, we propose that the short root phenotype results from multiple causes: altered actin cytoskeleton, altered cytokinesis, altered trafficking, and altered auxin responses.

## Materials and methods

### Plant material

Experiments were performed using *A. thaliana* Col-0 as the WT control and the following mutant lines: *pi4kβ1β2* (SALK_040479/SALK_09069^30^), ^60^, CycB1::GUS^60^, DR5::GUS^27^, PIN2::PIN2-GFP^43^, PIN2::PIN2-GFP in a *pi4kβ1β2* background^23^, DII-VENUS^28^, DII-VENUS in *pi4kβ1β2* (this study), 35S::LifeAct-GFP, 35S::LifeAct-GFP in a *pi4kβ1β2* background^61^. The DII-VENUS construct was introduced into *pi4kβ1β2* by floral dip transformation; three independent lines were selected and the T4 generation was studied. CycB1::GUS^60^ and DR5::GUS^27^ constructs were introduced into the *pi4kβ1β2* background by crossing, and homozygous F3 seeds were used. Genotyping primers are listed in Supplementary Table 1. This study complies with relevant institutional, national, and international guidelines and legislation for using plant material. Analytical grade chemicals used in this study were purchased from Sigma Aldrich (St. Louis, Missouri, USA).

### Plant cultivation

Seeds were surface sterilized with 1.6% sodium hypochlorite (30% of SAVO®, Unilever) solution containing 0.02% (v/v) TWEEN20 (Sigma Aldrich, St. Louis, Missouri, USA). Seeds were stratified for 2 days at 4 °C in the dark. Seeds were germinated for 3 days in Petri dishes containing half-strength Murashige–Skoog basal salt medium (Duchefa, Haarlem, Netherlands), pH 5.7, supplemented with 1% (w/v) sucrose and 0.8% (w/v) plant agar (Duchefa, Haarlem, Netherlands) at 22 °C under a 16 h light/8 h dark regime in a vertical position.

For the primary root length analysis, 4 days after germination, seedlings were transferred to square Petri plates containing the same medium supplemented or not with hormones (IAA at 0.05, 0.1 or 1 µM final concentration; BAP, at 0.1, 0.5, 1 or 5 µM; SA at 2, 10 or 20 µM). Stock solutions at 200 mM were prepared in distilled water and few drops of 1 N NaOH. After 7 days of cultivation in vertical position Petri dishes were scanned for the primary root length measurement (Epson Perfection V700 Photo, Suwa, Japan, at 600 dpi resolution). For the measurement of the lengths of meristem, elongation zone and cortical cells, roots were observed under an ApoTome Zeiss microscope with a 5 × objective at bright field settings. Images were analyzed with FiJi software^62^. At least 12 seedlings were analyzed for each variant. For the measurement of root hair length and density, 5-day-old seedlings were photographed under a stereo microscope (SteREO Discovery V8, Carl Zeiss GmbH, Jena, Germany) equipped with an AxioCam HRc camera. Images were imported into FiJi software and root hair length was measured manually using a segmented line tool. At least 60 root hairs from 10 seedlings were analyzed for each variant. For PIN2 localization and dynamics analysis, DII-Venus assay or actin structure evaluation, 7-days old seedlings were used. For actin structure evaluation, seedlings expressing 35S::LifeAct-GFP were sprayed with 10 μM latB (latrunculin B) for different time incubations (30 min, 90 min and 150 min) and were used for confocal microscopy. For DII-VENUS assay, seedlings were transferred to the media supplemented 0.01 μM IAA for 1 h and subjected to microscopy. The fluorescence intensity of nuclei was extracted using FiJi software.

### Gravitropic test

Gravitropic response test was performed as previously described^46^. Five-day-old seedlings were transferred onto fresh Petri Dishes containing half-strength Murashige–Skoog basal salt medium (Duchefa, Haarlem, Netherlands), pH 5.7, supplemented with 1% (w/v) sucrose and 0.8% (w/v) plant agar (Duchefa, Haarlem, Netherlands) and aligned in a horizontal orientation. Plants were scanned at indicated time points using a Horizontal LSM880 with Airyscan module for 12 h and images were used to determine root reorientation. The root turning angle and length were calculated for each time point. Ten roots were imaged for each genotype.

### GUS staining

GUS staining was performed as previously described^63^. Briefly, 4- or 8-day-old seedlings were incubated in 2 mM X-Gluc, 50 mM NaH_2_PO_4_, pH 7, 0.5% (v/v) Triton-X, 0.5 mM K-ferricyanide, for 16 h at 37 °C. Chlorophyll was removed by repeated washing with 80% (v/v) ethanol. Imaging was performed using an ApoTome Zeiss microscope with a 5 × objective at bright field settings.

### Confocal microscopy

A Zeiss LSM 880 inverted confocal laser scanning microscope (Carl Zeiss AG, Germany) was used with a 40 × C-Apochromat objective (NA = 1.2 W). Fluorescence signals were processed with Zen Blue software (Zeiss), where PIN2 distribution was evaluated as a ratio of mean fluorescence intensity at the apical PM to mean intracellular fluorescence intensity of individual cells. Fluorescence associated with actin filaments (LifeAct-GFP) or DII-VENUS was acquired by excitation at 488 nm and emission at 490–540 nm for GFP. Images were acquired in z-stacks (step size 0.43 μm, 40–50 sections per stack). Actin filaments density and DII-VENUS signal intensity was calculated by FiJi software as the percent occupancy of GFP signal in each Maximum intensity projection. For each variant, fluorescent intensity of at least 5 roots was analyzed with 1–5 ROI (region of interest) per 1 root (ROI corresponds to one entire cell for actin; ROI corresponds to meristematic zone for DII-VENUS). For analyzing the skewness, all z-stack images were skeletonized and projected using a plugin moment calculator.

For tracking PIN2-GFP distribution in WT and *pi4kß1ß2* over time (supplementary movies SM3 and SM4), ten frames were continuously obtained by confocal microscopy to track the movement of PIN2:GFP in root epidermis cells in the transition zone and compiled to a movie. PIN2-GFP subcellular distribution and cell properties were monitored on a Zeiss LSM880 microscope (AxioObserver, objective C-Apochromat 40x/1.2 W Korr FCS M27, Filter 493–598, Laser 488 nM, using zoom factor 6. Original picture size is 35,42 μm × 35,42 μm, scale bar is 10 μm.

For root hair video showing cytoplasmic streaming (supplementary movies SM5 and SM6)*,* maximum intensity projections of a Z-stack of a root hair were taken over time. Fluorescent channel and bright field are presented together. Fluorescent channel: visualization of cytoplasmic streaming in root hair cell outgrowing a root hair, based on differential movement of fluorescent intracellular structures in the line PIN2::PIN2-GFP compared to the mutant expressing PIN2-GFP. The movie was reconstructed from confocal pictures captured in 20 frames (time-lapse) and in 18 (WT background)/19 slices (mutant background) through the root hair along the z-axis. Original picture size is 106.27 μm × 106.27 μm, pictures were captures with EC Plan-Neofluar 20x/0.50 (WD = 2.0 mm) objective, using zoom factor 4. Scale bar is 10 μm. Brightfield channel: visualization of cytoplasmic streaming in a movie reconstructed from confocal pictures captured in 20 frames (time-lapse) and in 18 (WT background)/19 slices (mutant background) along the root hair in the z-axis. Original picture size is 106.27 μm × 106.27 μm, pictures were captures with EC Plan-Neofluar 20x/0.50 (WD = 2.0 mm) objective, using zoom factor 4. Scale bar is 10 μm.

### FM 4–64 staining of the plasma membrane

Five-day-old *A. thaliana* seedlings expressing PIN2::PIN2-GFP^47^ were incubated with 2 μM FM 4–64 (Molecular Probes, catalogue number T13320) in half-strength Murashige and Skoog (Sigma Aldrich, St. Louis, Missouri, USA) liquid medium in multi-well plates for 5 min and then rinsed 3 times in liquid medium^64^. The seedlings were observed using a confocal scanning microscope Zeiss LSM 880 with Airyscan module.

### PIN2 immunolocalization

Whole mount immunolocalization of 5–day–old seedlings was performed as described previously^65^ with minor changes. The protocol was adapted to the InSituPro VS liquid-handling robot (Intavis AG, Germany). Prior to immunolocalization, seedlings were fixed 1 h with 4% paraformaldehyde dissolved in MTSB (50 mM PIPES, 5 mM EGTA, 5 mM MgSO_4_·7H_2_O pH 7, adjusted with KOH), at room temperature, with no vacuum. In the robot, the procedure started with several washes with MTSB-T (MTSB + 0.01% TritonX-100) then cell walls were digested with 0.05% Pectolyase Y-23 in MTSB-T and membranes were permeated with DMSO/Igepal in MTSB-T. Samples were blocked with BSA (blocking solution: 2% BSA in MTSB-T) and incubated first with anti-PIN2 rabbit antibody (kindly provided by Prof. C. Luschnig, dilution 1:500) and then a secondary anti-rabbit Alexa Fluor 546 antibody (Thermo Fisher Scientific, dilution 1:1000). Both antibodies were diluted in BSA. Between the described steps, washes with MTSB-T were provided and at the end MTSB-T was exchanged for deionized water. Seedlings were then transferred from the robot to 50% glycerol in deionized water and the fluorescence signal was measured using a confocal scanning microscope Zeiss LSM 880 with Airyscan module.

### RNA extraction and RNA-seq

For each of the 3 biological repetitions, RNA samples were obtained by pooling RNAs from more than 70 plants. Seven-days-old seedlings roots (100–200 mg fresh weight) were frozen in liquid N_2_. Roots were homogenized in tubes with 1 g of 1.3 mm silica beads using a FastPrep-24 instrument (MP Biomedicals, USA). Total RNA was isolated using a Spectrum Plant Total RNA kit (Sigma-Aldrich, USA) and treated with a DNA-free kit (Ambion, USA). The quantity of extracted RNA was measured using NanoDrop.

Sequencing was carried out using an Illumina NexSeq500 (IPS2 POPS platform). RNA-seq libraries were made using the TruSeq Stranded mRNA kit (Illumina®, California, USA). The RNA-seq samples were Single End (SE) sequenced, stranded with a sizing of 260 bp and a read length of 75 bases, lane repartition and barcoding gave approximately 45 million SE reads per sample.

Gene transcription measurement was conducted as described previously^61^. In general, 1 μg of RNA was converted into cDNA with M-MLV RNase H−Point Mutant reverse transcriptase (Promega Corp., USA) and an anchored oligo dT21 primer (Metabion, Germany). Gene expression was quantified by qRT-PCR using a LightCycler 480 SYBR Green I Master kit and LightCycler 480 (Roche, Switzerland). The PCR conditions were 95 °C for 10 min followed by 45 cycles of 95 °C for 10 s, 55 °C for 20 s, and 72 °C for 20 s. Melting curve analysis was then conducted. CT values of target genes were normalized to the housekeeping gene TIP41. A list of the analyzed genes and primers is available in Supplementary table 1.

### RNA-seq bioinformatic treatments and analyses

To facilitate comparisons, each sample followed the same steps from trimming to counts. RNA-Seq preprocessing included trimming library adapters and performing quality controls. The raw data (fastq) were trimmed using the Trimmomatic^66^ tool for a Phred Quality Score Qscore > 20, read length > 30 bases, and ribosome sequences were removed with the sortMeRNA tool^67^.The genomic mapper STAR (version 2.7. 3a^68^) was used to align reads against the *A. thaliana* genome (from TAIRv10), with options–outSAMprimaryFlag AllBestScore–outFilterMultimapScoreRange 0 to keep the bests results. Transcript abundance of each gene was calculated with STAR and counts only single reads for which reads map unambiguously one gene, thus removing multi-hits. According to these rules, around 97% of SE reads were associated with a gene, 1–2% of SE reads were unmapped and 1.22–1.66% of SE reads with multi-hits were removed. Differential analyses followed the procedure previously described^69^. Briefly, genes with less than 1 read after a counts-per-million (CPM) normalization in at least one half of the samples were discarded. Library size was normalized using the trimmed mean of M-value (TMM) method and count distribution was modeled with a negative binomial generalized linear model. Dispersion was estimated by the edgeR method^70^ in the statistical software ‘R’^71^ (Version 3.2.5 R Development Core Team (2005). Expression differences compared 2 samples using likelihood ratio tests and *p*-values were adjusted with the Benjamini–Hochberg procedure to control False Discovery Rate (FDR). A gene was declared differentially expressed if the adjusted *p*-value < 0.05.

Genes were classified using the Classification SuperViewer Tool developed by^72^ as described previously^20^. The classification source was set to Gene Ontology categories as defined by^73^. The frequency of each category was normalized to the whole Arabidopsis set. The mean and standard deviation for 100 boot-straps of our input set were calculated to provide some idea as to over- or under-representation reliability. Similarity analysis were performed using tools developed by Genevestigator^29^. The “Hierarchical clustering” tool works on the expression matrix defined by a microarray experiment selection and a gene selection. The “Biclustering” tool identifies groups of genes that are expressed above or under a set threshold ratio in a subset of conditions rather than in all conditions.

### Hormone measurements

Whole roots (50–100 mg) were harvested from 7-day-old vertical grown seedlings. At least 6 samples were analyzed for WT and *pi4kβ1β2*. Hormone analysis was performed with a LC/MS system consisting of UHPLC 1290 Infinity II (Agilent, Santa Clara, CA, USA) coupled to 6495 Triple Quadrupole Mass Spectrometer (Agilent, Santa Clara, CA, USA), operating in MRM mode, with quantification by the isotope dilution method. Detailed methodology was described previously^74^.

### Data deposition

Experimental steps, from growth conditions to bioinformatic analyses, have been deposited in the CATdb database^75^ as ProjectID NGS2020_14_pi4kb1b2 and further submitted to the international repository GEO^76^ as ProjetID = GSE179635.

### Statistical analysis

At least three biological repetitions were carried out for all experiments, and at least 10 seedlings were analyzed for each treatment. Student’s *t*-test with correction for multiple comparisons and one-way ANOVA with Tukey’s HSD post-hoc test were applied; the exact number of values and statistical procedures are stated in the figure legends.

## Supplementary Information

Supplementary Information 12.

Supplementary Information 13.

Supplementary Information 14.

Supplementary Information 15.

Supplementary Video 1.

Supplementary Video 2.

Supplementary Video 3.

Supplementary Video 4.

Supplementary Video 5.

Supplementary Video 6.

Supplementary Information 16.

# Supplementary material for: An Arabidopsis mutant deficient in phosphatidylinositol-4-phosphate kinases ß1 and ß2 displays altered auxin-related responses in roots
**Source:** Sci Rep. 2022 Apr 28;12:6947. doi: 10.1038/s41598-022-10458-8

## SUPPORTING INFORMATION

**Supplementary table T1.** Primers used in the study.

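The table of genes differentially expressed in roots gives a log2 fold change for each gene. Of its genes, 1990 were read here and 1896 of them passed the filter on low counts. All 1896 changed in the direction given by the table, and 1635 had an adjusted p-value under 0.05 (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment over all genes tested), or 1702 with the likelihood ratio test. Across these genes, which are not independent replicates, the log2 fold changes correlated with those of the paper with r = 1.00 (0.9995) and differed by a median of 0.0031.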

**Supplementary table T2.** List of genes differentially expressed in roots of *pi4kβ1β2* versus WT.

**Supplementary table T3.** Clusters of genes, down-regulated in *pi4kβ1β2* mutant roots compared to WT ones and down-regulated in curated public transcriptomics experiments dealing with the response to auxin (clusters A,B,C); genes that are down-regulated in *pi4kβ1β2* roots, but were shown to be upregulated by auxin in curated public transcriptomics experiments dealing with the response to auxin (cluster D); genes upregulated both in *pi4kβ1β2* mutant roots versus WT and up-regulated in curated experiments dealing with response to auxin in roots (cluster E); genes upregulated in *pi4kβ1β2* mutant roots versus WT but down-regulated in some curated experiments dealing with response to auxin in roots (F).

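The table names the genes of the clusters by symbol or by locus. Loci were used directly and symbols were looked up in the TAIR10.1 annotation, 4 of them under another spelling, where 59 of the 71 names were found and the others were not used here. Clusters A to F held 25, 6, 7, 10, 12 and 11 names, of which 22, 5, 5, 9, 9 and 9 were matched. Among the 200 most up-regulated genes of the root comparison 16 belonged to the matched genes of the clusters, and 32 among the 200 most down-regulated.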

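The table of auxin genes gives the paper's log2 fold change and adjusted p-value for each gene. All 35 genes tested changed in the direction the table gives, with log2 fold changes that correlated across genes with r = 1.00 (0.9999) and differed from the paper's by at most 0.10. For the genes called here, the log2 fold change ranged from 0.18 to 4.54 upwards and from -0.39 to -2.36 downwards. The paper's table marks 34 of the 37 genes as differentially expressed. *IAMH2* (AT4G37560) and *YUC7* (AT2G33230) did not pass the filter on low counts, with at most 0.63 normalized CPM on average.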

**Supplementary table T4.** List of auxin transporter and metabolism genes differentially expressed in roots of *pi4kβ1β2* versus WT.

**Supplementary movie SM1.** Response to gravistimulation in WT root. Fifty frames were continuously obtained by Graviscope Zeiss LSM800 (objective EC Plan-Neofluar 20x/0.50 M27, Filter 494-555, Laser 488 nM) to track the gravitropic response and compiled to a movie, scale bar is 200μm.

**Supplementary movie SM2.** Response to gravistimulation in *pi4kβ1β2* root. Fifty frames were continuously obtained by Graviscope Zeiss LSM800 (objective EC Plan-Neofluar 20x/0.50 M27, Filter 494-555, Laser 488 nM) to track the gravitropic response and compiled to a movie, scale bar is 200μm.

**Supplementary movie SM3.** Tracking PIN2:GFP distribution in WT over time. Ten frames were continuously obtained by confocal microscopy to track the movement of PIN2:GFP in root epidermis cells in the transition zone and compiled to a movie. PIN2:GFP subcellular distribution and cell properties were monitored on a Zeiss LSM880 microscope (AxioObserver, objective C-Apochromat 40x/1.2 W Korr FCS M27, Filter 493-598, Laser 488 nM, using zoom factor 6. Original picture size is 35,42μm x 35,42μm, scale bar is 10μm.

**Supplementary movie SM4.** Tracking PIN2:GFP distribution in *pi4kβ1β2* over time. Ten frames were continuously obtained by confocal microscopy to track the movement of PIN2:GFP in root epidermis cells in the transition zone and compiled to a movie. PIN2:GFP subcellular distribution and cell properties were monitored on a Zeiss LSM880 microscope (AxioObserver, objective C-Apochromat 40x/1.2 W Korr FCS M27, Filter 493-598, Laser 488 nM, using zoom factor 6. Original picture size is 35,42μm x 35,42μm, scale bar is 10μm.

**Supplementary movie SM5.** Root hair video showing cytoplasmic streaming in WT. Maximum intensity projection of a Z-stack of a root hair over time. Fluorescent channel and bright field together. Fluorescent channel: visualization of cytoplasmic streaming in root hair cell outgrowing a root hair, based on differential movement of fluorescent intracellular structures in the line PIN2::PIN2:GFP compared to the mutant expressing PIN2:GFP. The movie was reconstructed from confocal pictures captured in 20 frames (time-lapse) and in 18 (WT background)/19 slices (mutant background) through the root hair along the z-axis.

Original picture size is 106.27 $\mu$ m x 106.27 $\mu$ m, pictures were captures with EC Plan-Neofluar 20x/0.50 (WD=2.0mm) objective, using zoom factor 4. Scale bar is 10  $\mu$ m.

**Supplementary movie SM6.** Root hair video showing cytoplasmic streaming in WT. Maximum intensity projection of a Z-stack of a root hair over time. Fluorescent channel and bright field together. Fluorescent channel: visualization of cytoplasmic streaming in root hair cell outgrowing a root hair, based on differential movement of fluorescent intracellular structures in the line PIN2::PIN2:GFP compared to the mutant expressing PIN2:GFP. The movie was reconstructed from confocal pictures captured in 20 frames (time-lapse) and in 18 (WT background)/19 slices (mutant background) through the root hair along the z-axis. Original picture size is 106.27 $\mu$ m x 106.27 $\mu$ m, pictures were captures with EC Plan-Neofluar 20x/0.50 (WD=2.0mm) objective, using zoom factor 4. Scale bar is 10  $\mu$ m.

**Supplementary fig. S1** Cortical cell length of 11-day-old seedlings of *A. thaliana* Col-0 (WT) and *pi4k $\beta$ 1 $\beta$ 2* mutant; Student t-test, n=200.

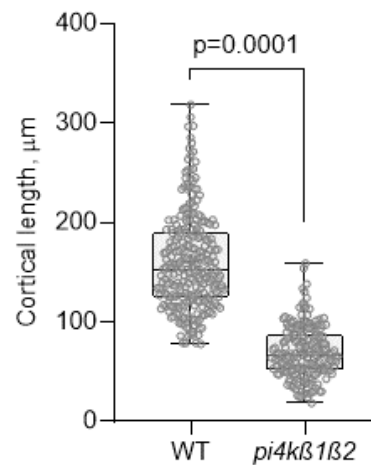

**Supplementary fig. S2** Regularity of trichoblast (green) and atrichoblast (magenta) cell lines of 7-day-old seedlings of *A. thaliana* Col-0 (WT) and *pi4kβ1β2* mutant, scale bar 100 μm.

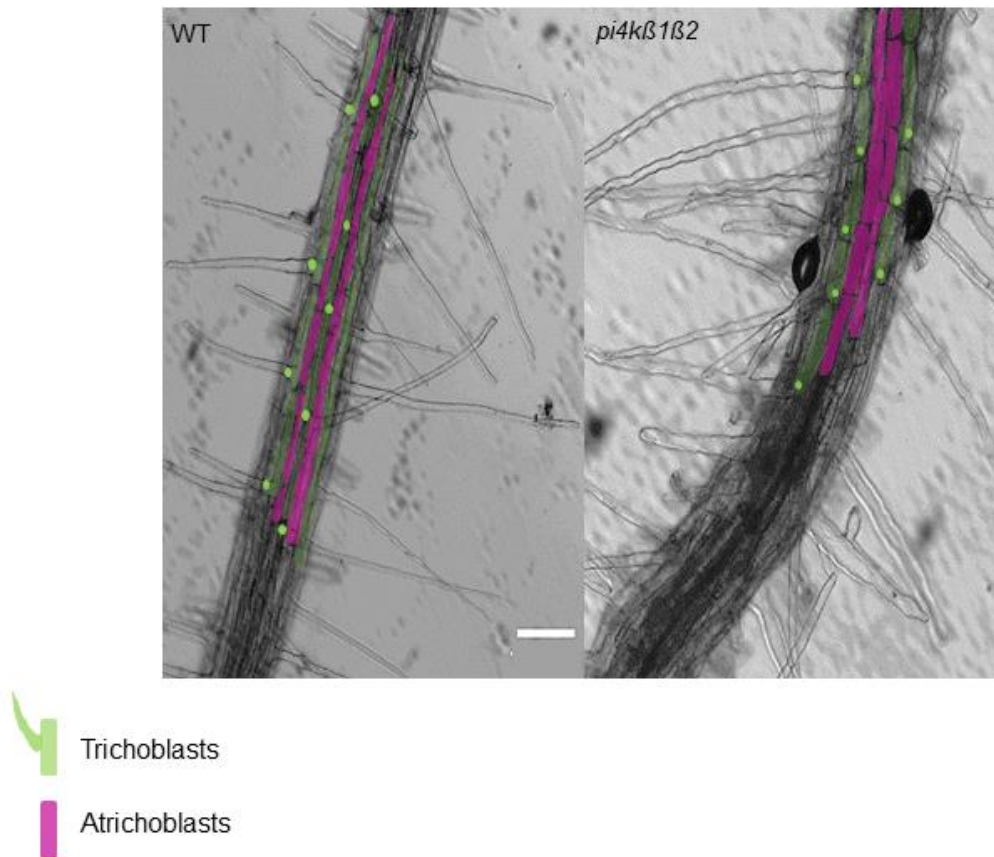

**Supplementary fig. S3** Auxin-related phenotypes of the *pi4kβ1β2* mutant. Primary root length (absolute value) of 11-day-old seedlings in response to different IAA concentrations, n=22. P-value is indicated for variants significantly different from control with no IAA within each genotype, *t*-test with correction for multiple comparisons.

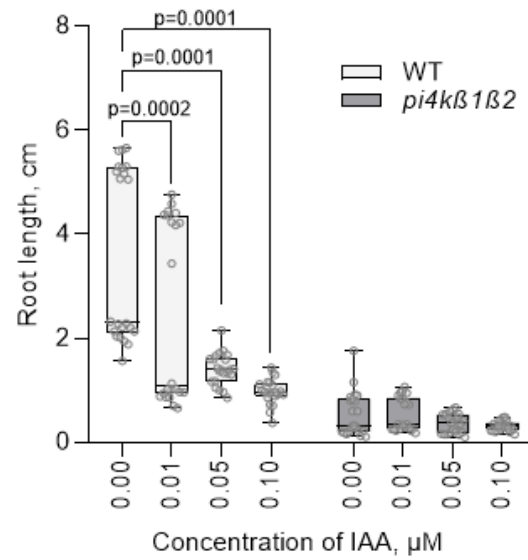

**Supplementary fig. S4** Response to phytohormones of 11-day-old *A. thaliana* Col-0 (WT) and *pi4kβ1β2* mutant seedlings, 7 days after their transfer to square Petri plates containing the same medium supplemented or not with hormones. **a**, IAA, cortical cell length, n=22; **b**, IAA, meristem length, n=22; **c**, SA, primary root length, n=10; **d**, BAP, primary root length, n=10. Central line of the boxplot represents the median; circles represent individual values from three biological repeats. Different letters indicate variants significantly different in every growing condition; one-way ANOVA with Tukey-HSD post-hoc test.

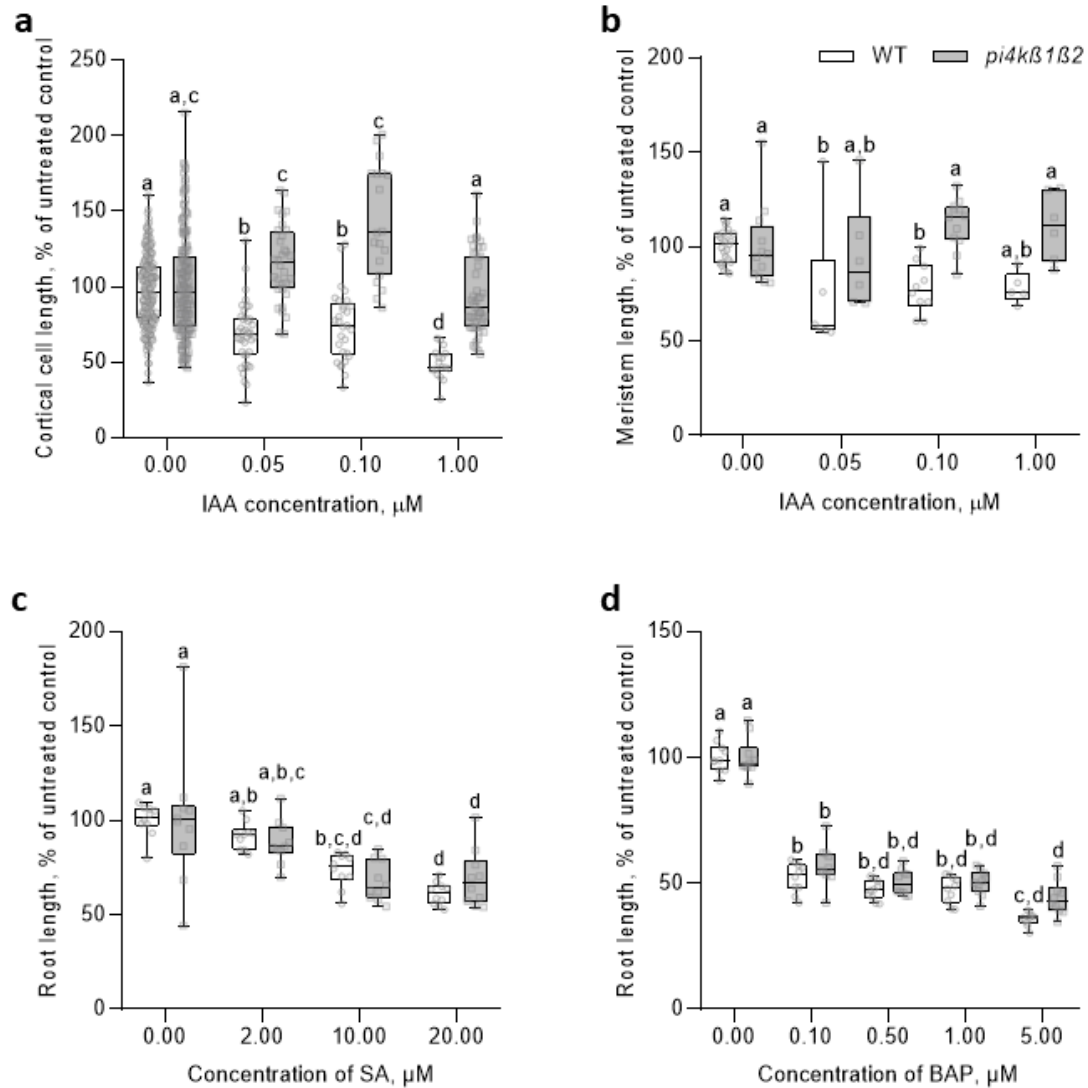

**Supplementary fig. S5** Representative images of the gravitropic assay of 5-day-old seedlings of WT and *pi4kβ1β2* mutant. Seedlings cultivated vertically were rotated at 90° and imaged on a horizontal microscope for 7 h (one image per h), scale bar 200 μm.

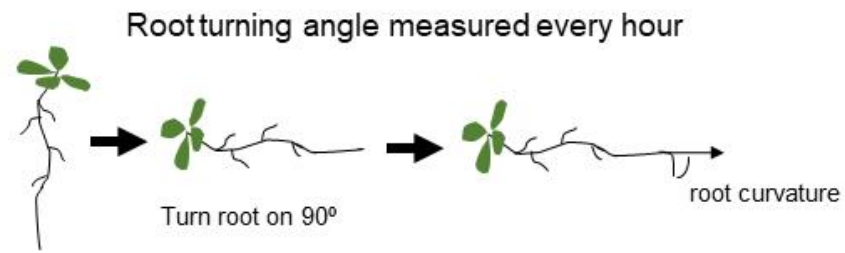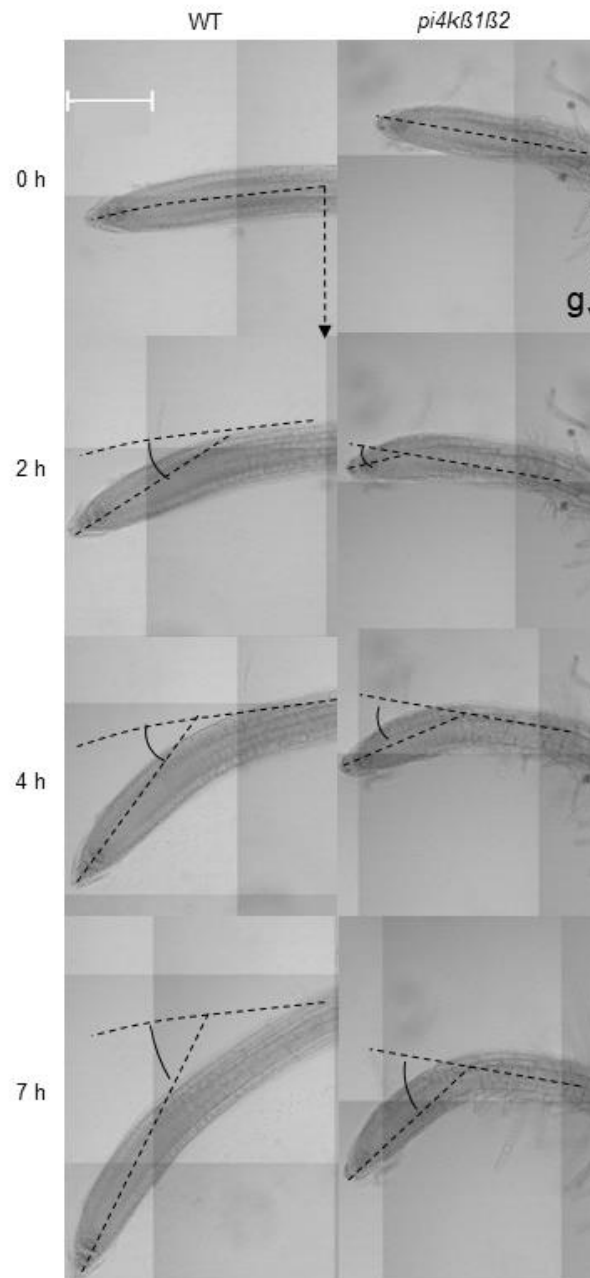

**Supplementary fig. S6** Enrichment in GO categories in the sets of genes induced (230 genes) or repressed (264 genes) in *pi4kβ1β2* versus WT (Biological processes, molecular functions, cellular components). To focus on the most significant changes, we applied a log2- fold-change filter. Genes with the differential expression higher or lower than 1.5 were classified using the Classification SuperViewer Tool developed by (Provart and Zhu, 2003). The classification source was set to Gene Ontology categories as defined by (Ashburner et al., 2000). The frequency of a category, normalised to that in the whole Arabidopsis set. The mean and standard deviation for 100 bootstraps of our input set were calculated to provide some idea about over- or under-representation reliability.

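The Classification SuperViewer compares the frequency of a Gene Ontology category in the input set with that in the whole genome, whereas the odds ratios given with the results use the genes tested in roots as background. At a threshold of 1 in place of 1.5, 346 genes higher and 478 genes lower in *pi4kß1ß2* roots entered the comparison. Among the genes higher, the peroxidase and glutathione transferase class then held 18 genes, an odds ratio of 9.13 (adjusted p = 2.28e-10, Fisher's exact test with Benjamini-Hochberg adjustment).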

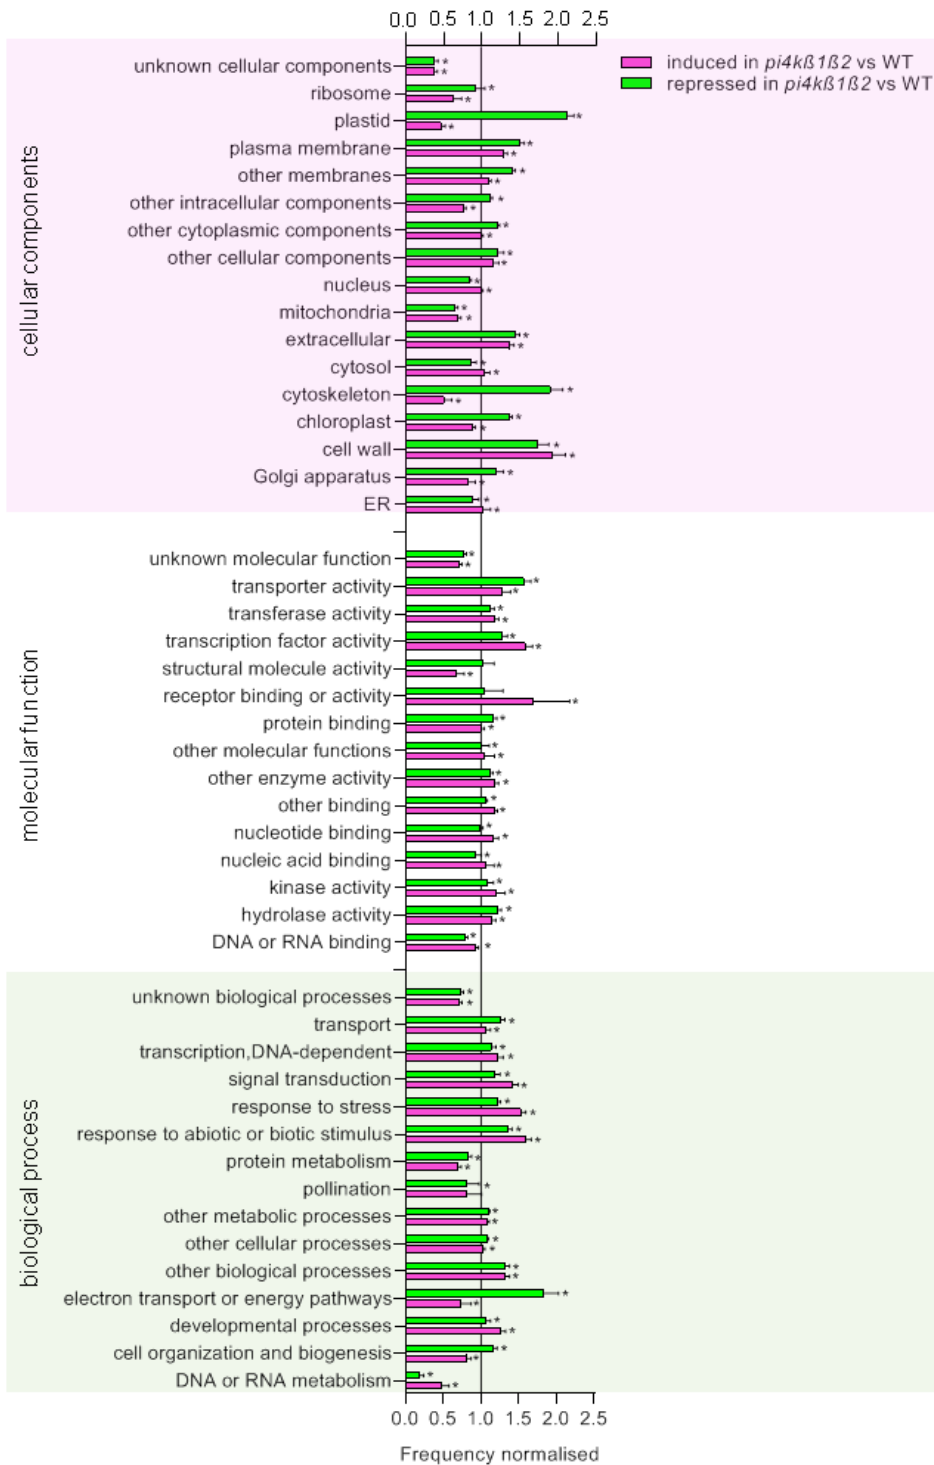

**Supplementary fig. S7** Transcript levels of selected up- and down-regulated genes in *pi4kβ1β2* plants versus the WT. **a**, selected genes, with the log2foldChange as detected in the NGS experiment; **b**, transcript levels of the selected genes as measured by qPCR; Root samples were collected from 11-day-old seedlings of *A. thaliana* Col-0 (WT) and the *pi4kβ1β2* mutant. Values were normalized to the WT. *TIP41* was used as a reference gene. Data represents mean + SEM, one-way ANOVA with Tukey-HSD post-hoc test, n=3.

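The plot of selected genes pairs the log2 fold change from the RNAseq with a qPCR measurement on other plants. For the 6 genes, the log2 fold changes recomputed from the counts differed from those the paper gives by at most 0.13, with a median difference of 0.0132. With the likelihood ratio test 6 of the 6 genes had an adjusted p-value under 0.05, against 4 with edgeR's quasi-likelihood test (both with Benjamini-Hochberg adjustment).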

**a**

| id                             | Annotation                                          | log2FoldChange | adjusted.PValue |
|--------------------------------|-----------------------------------------------------|----------------|-----------------|
| AT1G04240<br>( <i>SHY2</i> )   | AUX/IAA transcriptional regulator family protein    | -1.45          | 2.47E-26        |
| AT5G23060<br>( <i>CAS</i> )    | calcium sensing receptor                            | -1.24          | 9.13E-13        |
| AT1G44575<br>( <i>NPQ</i> )    | Chlorophyll A-B binding family protein              | -1.15          | 4.40E-16        |
| AT1G75690<br>( <i>LQY</i> )    | DnaJ/Hsp40 cysteine-rich domain superfamily protein | -1.71          | 1.47E-14        |
| AT1G72610<br>( <i>GER</i> )    | germin-like protein 1                               | -1.84          | 2.10E-13        |
| AT2G40340<br>( <i>DREB2C</i> ) | Integrase-type DNA-binding superfamily protein      | 0.75           | 1.48E-02        |

**b**

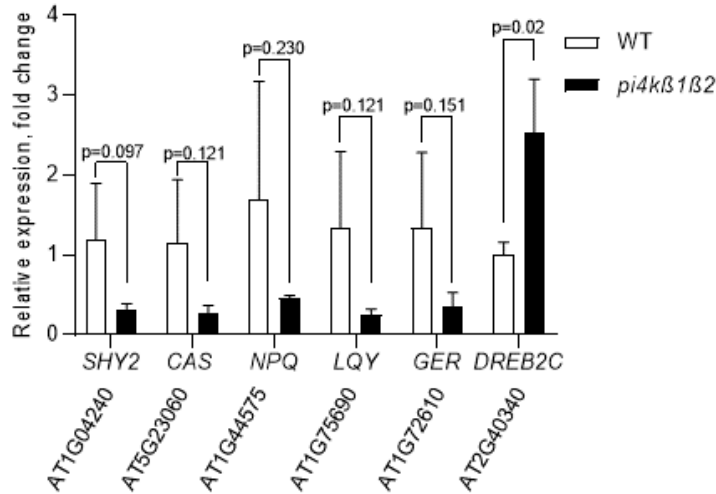

**Supplementary fig. S8** The 20 most induced (a) and 20 most repressed (b) genes for *pi4kβ1β2* mutant roots versus WT roots.

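Of the 20 genes that the paper lists as most induced, 15 passed the filter on low counts and all 15 were higher in *pi4kß1ß2* roots, with log2 fold changes from 3.61 to 5.43 (adjusted p-values under 0.05 in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). The other 5, with at most 1.77 normalized CPM on average, were called when no filter was used, and 3 of them had at most 3 counts in every WT root library, so that they were at least 6.67-fold to at least 7.00-fold higher in *pi4kß1ß2* roots. Of the 20 genes listed as most repressed, 9 passed the filter, with log2 fold changes from -3.34 to -5.81. The other 11 were called without the filter, and 9 of them had at most 3 counts in every *pi4kß1ß2* root library, at least 4.78-fold to at least 14.1-fold lower than in WT roots. The folds are lower bounds against a floor of 3 counts and cover counting error only. The 20 highest and the 20 lowest genes ranked here shared 15 and 9 genes with the paper's lists, and without a filter 8 and 11.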

**a**

| id        | Annotation                                                         | log2FoldChange | adjusted.PValue |
|-----------|--------------------------------------------------------------------|----------------|-----------------|
| AT5G19880 | Peroxidase superfamily protein                                     | 3.63           | 2.20E-37        |
| AT2G29350 | senescence-associated gene 13                                      | 5.43           | 9.30E-40        |
| AT1G26390 | FAD-binding Berberine family protein                               | 4.89           | 1.54E-40        |
| AT1G26410 | FAD-binding Berberine family protein                               | 4.84           | 3.69E-51        |
| AT2G30660 | ATP-dependent caseinolytic (Clp) protease/crotonase family protein | 4.66           | 1.22E-12        |
| AT4G28420 | Tyrosine transaminase family protein                               | 4.46           | 6.99E-20        |
| AT2G30770 | cytochrome P450, family 71, subfamily A, polypeptide 13            | 4.45           | 3.51E-25        |
| AT2G30750 | cytochrome P450, family 71, subfamily A, polypeptide 12            | 4.39           | 4.24E-28        |
| AT4G31970 | cytochrome P450, family 82, subfamily C, polypeptide 2             | 4.27           | 1.45E-11        |
| AT1G52120 | Mannose-binding lectin superfamily protein                         | 4.23           | 8.68E-17        |
| AT5G13320 | Auxin-responsive GH3 family protein                                | 4.13           | 3.80E-46        |
| AT1G08080 | alpha carbonic anhydrase 7                                         | 4.12           | 3.04E-11        |
| AT1G52130 | Mannose-binding lectin superfamily protein                         | 4.11           | 1.22E-21        |
| AT1G26240 | Proline-rich extensin-like family protein                          | 4.11           | 9.37E-32        |
| AT1G01680 | plant U-box 54                                                     | 4.07           | 7.85E-11        |
| AT3G47480 | Calcium-binding EF-hand family protein                             | 4.03           | 6.13E-31        |
| AT4G15370 | baruol synthase 1                                                  | 3.92           | 4.60E-30        |
| AT5G05340 | Peroxidase superfamily protein                                     | 3.85           | 3.25E-57        |
| AT3G60470 | Plant protein of unknown function (DUF247)                         | 3.68           | 1.57E-19        |
| AT4G15100 | serine carboxypeptidase-like 30                                    | 3.67           | 3.10E-25        |

**b**

| id        | Annotation                                                              | log2FoldChange | adjusted.PValue |
|-----------|-------------------------------------------------------------------------|----------------|-----------------|
| AT1G61130 | serine carboxypeptidase-like 32                                         | -3.34          | 9.02E-26        |
| AT3G08900 | reversibly glycosylated polypeptide 3                                   | -3.41          | 1.08E-06        |
| AT3G13784 | cell wall invertase 5                                                   | -3.47          | 4.88E-13        |
| AT3G46400 | Leucine-rich repeat protein kinase family protein                       | -3.57          | 2.00E-16        |
| AT4G23496 | SPIRAL1-like5                                                           | -3.58          | 2.70E-51        |
| AT1G78440 | Arabidopsis thaliana gibberellin 2-oxidase 1                            | -3.64          | 1.03E-14        |
| AT2G42250 | cytochrome P450, family 712, subfamily A, polypeptide 1                 | -3.68          | 2.63E-75        |
| AT5G06900 | cytochrome P450, family 93, subfamily D, polypeptide 1                  | -3.76          | 2.63E-12        |
| AT1G78450 | SOUL heme-binding family protein                                        | -3.78          | 2.83E-12        |
| AT1G52820 | 2-oxoglutarate (2OG) and Fe(II)-dependent oxygenase superfamily protein | -4.03          | 8.65E-168       |
| AT3G62740 | beta glucosidase 7                                                      | -4.25          | 9.48E-33        |
| AT4G01890 | Pectin lyase-like superfamily protein                                   | -4.35          | 1.02E-26        |
| AT5G06905 | cytochrome P450, family 712, subfamily A, polypeptide 2                 | -4.38          | 2.51E-13        |
| AT2G33810 | squamosa promoter binding protein-like 3                                | -4.48          | 3.93E-13        |
| AT3G30260 | AGAMOUS-like 79                                                         | -4.70          | 8.13E-20        |
| AT1G52790 | 2-oxoglutarate (2OG) and Fe(II)-dependent oxygenase superfamily protein | -5.03          | 2.50E-10        |
| AT2G01280 | Cyclin/Brf1-like TBP-binding protein                                    | -5.16          | 3.63E-11        |
| AT3G52970 | cytochrome P450, family 76, subfamily G, polypeptide 1                  | -5.81          | 8.86E-26        |
| AT1G53480 | mta 1 responding down 1                                                 | -5.96          | 4.04E-47        |
| AT2G24000 | serine carboxypeptidase-like 22                                         | -7.38          | 7.40E-16        |

**Supplementary fig. S9** 3D reconstruction root immunostaining against PIN2. Merged 3D reconstruction of pictures taken along the z-axis of the fluorescent channel to track distribution of PIN2 along the plasma membrane in **a**, WT and **b**, *pi4k $\beta$ 1 $\beta$ 2* background. Scale bar 10  $\mu$ m. Color lines represent axes in 3D reconstruction (X-red, Y-green, Z-Blue).

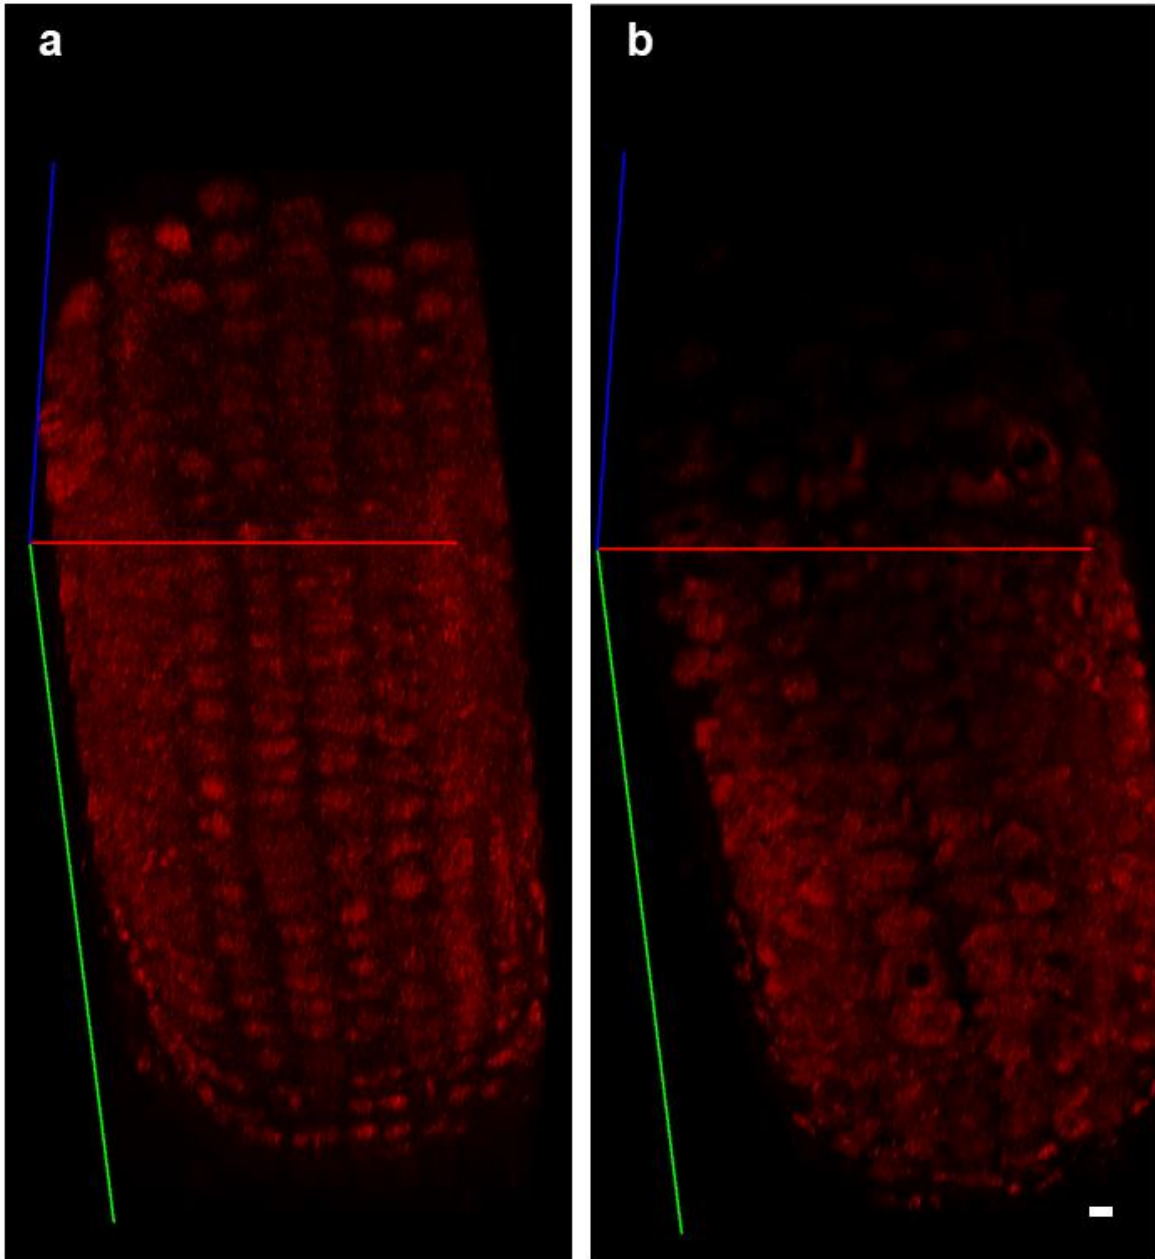

**Supplementary fig. S10** 3D reconstruction root epidermis cell transition zone. Merged 3D reconstruction of pictures taken along the z-axis of the brightfield and fluorescent channel of PIN2:GFP distribution along the plasma membrane and vacuole morphology in **a**, WT and **b**, *pi4kβ1β2* background. Scale bar 10 μm.

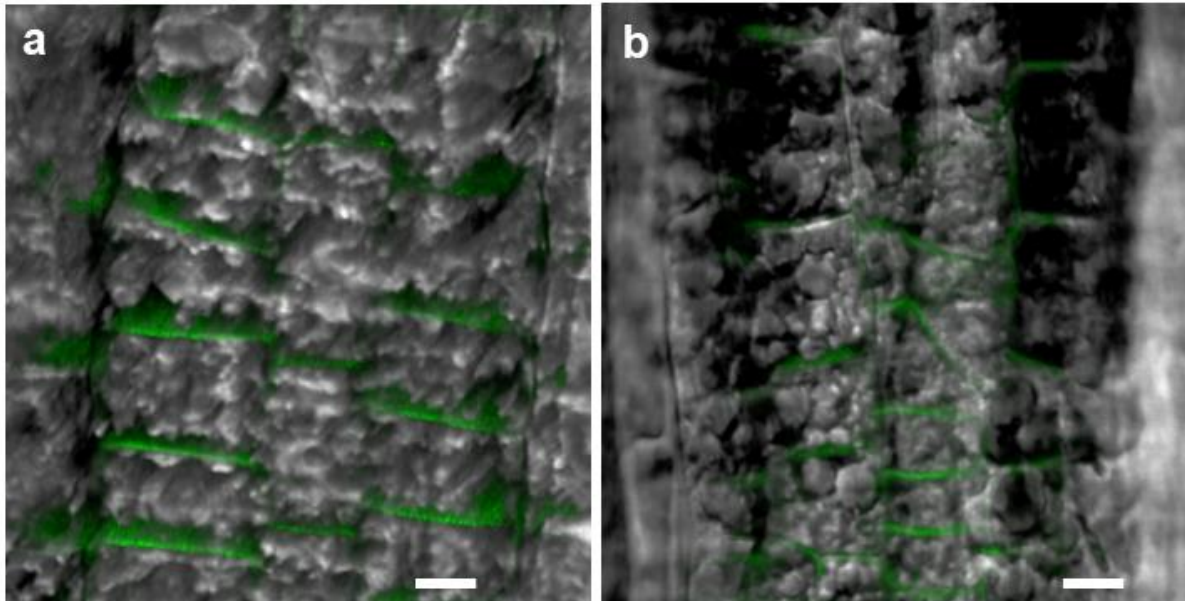

**Supplementary fig. S11** Salicylic acid content of WT and *pi4kβ1β2* roots. Whole root systems (50-100 mg FW per sample) were harvested from 7-day-old vertical grown seedlings, n=6.

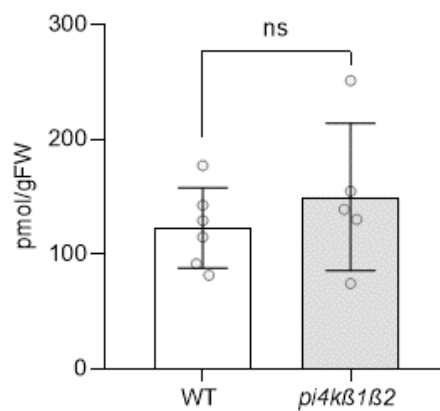

**Supplement:** Supplementary file 11 — Supplementary Information 16.

How the deposited data were processed for this re-analysis (not part of the article)

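Gene expression was measured by RNAseq in 12 libraries, 3 biological replicates each of WT roots, *pi4kß1ß2* roots and the leaf libraries labelled WT and *pi4kß1ß2*, from seedlings 7 days old. The conditions and replicate numbers were taken from the sample labels and the paper's methods, and the pairing of libraries in the fits with a replicate block comes from the replicate numbers in those labels. The paper describes the root libraries and not the leaf libraries.
The authors trimmed the reads with Trimmomatic, removed ribosomal sequences with sortMeRNA, aligned the reads to TAIR10 with STAR, and deposited raw counts of reads per gene for each library, with reads that map to several genes left out. Each library came with 3 count columns (both strands together, and each strand). The counts on the strand of the library were used, and the counts without regard to strand served as an alternative. No normalization or filter had been applied to the deposited counts. From 39186282 to 47886189 reads per library were accounted for, of which 97.0% to 97.3% were counted on a gene, 1.22% to 1.66% had multi-hits and 0.19% to 0.302% were unmapped. Counting error is given for shares of counts only through replicates, and a gene at or under 3 counts in every library of a genotype was treated as at the floor of what the depth can show. Intervals and floors cover counting error only, since reads amplified by PCR without molecular identifiers are not independent molecules.
Gene IDs were matched to the TAIR10.1 annotation, which is a later release of the assembly than the TAIR10 the paper names and was used for names, product descriptions, coordinates and neighbouring genes, while the count files give no coordinates. Of 37336 gene IDs, 37051 were matched.
Genes with at least 1 CPM in at least 3 of the 6 libraries of an organ were kept, which left 19694 genes in roots and 19470 in leaves. Differences between genotypes were tested within each organ with edgeR 4.0.16 (glmQLFit with robust estimation and glmQLFTest) in R 4.3.3 after TMM normalization, with Benjamini-Hochberg adjustment and a threshold of 0.05. TMM factors in roots lay between 0.977 and 1.02. Normalized CPM are scaled by the TMM-normalized library size. The genotype by organ interaction was tested on all 12 libraries with the same test over 20765 genes. Gene sets were tested with camera of limma 3.58.1, with adjustment over the 4 sets. Classes were tested with Fisher's exact test and shares of leaf-enriched counts with an exact permutation test in scipy 1.17.1, with pandas 2.3.3 and numpy 2.4.6 on Python 3.11.15. Leaf-enriched genes had at least 100.0 CPM in leaves and at least 32 times the root level.
The genes named are the 5 with the largest increase and the 5 with the largest decrease among the significant genes whose genotypes do not overlap, the genes that the paper's results text, Fig. 3d, Supplementary Figs. S7 and S8 and its table of auxin genes name, both kinase genes, the marker genes of the 4 sets, and genes at or under 3 counts in every library of one genotype. This rule, the comparisons between genotypes in each organ, their tests and most alternatives were fixed before the data were examined. Further tests of possible explanations were chosen after results had been seen, as the closing section says for each. Classes from location and process terms, the clock and iron deficiency genes and a few further genes were added after the data had been seen. Fewer than 80% of the genes had a location or process term, so the comparisons with these terms are void as tests and are given as counts and odds ratios.
The alternatives were DESeq2 1.42.0, edgeR's likelihood ratio test (also on all 12 libraries and with the replicate block), RLE normalization, scaling by library size only, no filter on low counts, 1 CPM in at least 4 of 6 libraries, the counts without regard to strand, a fit of all 12 libraries, the replicate number as a block, a log2 fold change threshold of 1 for the classes, and each replicate left out in turn.
The tests were run on simulated counts drawn from the means, dispersions and library sizes of the root libraries, with 200 of 19694 genes changed. edgeR's quasi-likelihood test recovered 183 of them (91.5%) with 21 false calls, 10.3% of its calls and thus above the 5% that the adjustment aims at. The likelihood ratio test recovered 191 with 57 false calls (23.0%), DESeq2 184 with 54 (22.7%) and the quasi-likelihood test with the replicate block 184 with 39 (17.5%). With no gene changed, 2 genes were called. In the real root comparison 5233 genes were called, most with smaller changes than those simulated. The shares recovered and falsely called in the simulation therefore need not hold for that comparison. In simulated leaf counts 156 of 200 were recovered (78.0%), and for the interaction 138 (69.0%). Camera gave 2.56e-107 for a simulated set of raised genes and 0.592 for an unchanged set, and in 10000 simulated genes a class made with an odds ratio of 4.75 was found with 3.57.
Between replicates the correlation of log counts lay between 0.973 and 0.995, and no pair of replicates held the same library. In leaves, the *PI4Kß2* counts and genes that differ strongly between the root genotypes went against the labels of 2 libraries, so that the leaf libraries are named by their labels throughout. Other groupings of the leaf libraries were made only as a part of all 10 splits. The public transcriptomic experiments, the qPCR and the other assays of the paper were not analysed here. A gene of the paper's table of auxin genes is not reported here.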

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

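The tests on splits of the leaf libraries and of the interaction, on marker genes in the leaf libraries and on clock genes in leaves were chosen only after the results for the leaf libraries were seen, and the position test for a mixed library replaced an earlier comparison of scores after its values had been seen.
The paper does not report on the leaf libraries. Between the 3 leaf libraries labelled *pi4kß1ß2* and the 3 labelled WT, 724 genes were higher and 1317 lower at an adjusted p-value under 0.05 among 19470 genes tested (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). With the replicate block, 649 were higher and 1034 lower, and same-numbered leaf libraries deviated together with a mean correlation of 0.39 (0.39, 0.67 and 0.10), which 1 of the 6 possible pairings, the numbered one, reached. Of the 2041 genes, all had the 3 libraries of one label above those of the other, and 37.6% of all tested genes did, where chance gives 10%. Of the 10 ways to split the 6 leaf libraries into groups of 3, 1, the labelled one, gave as many genes, and so did 1 of the 4 that part all same-numbered pairs. The highest number in another split was 162 genes, and 8 of the other splits gave none (the count at an unadjusted p under 0.05 is 5801 for the labelled split). As 10 splits never give a share under 0.1, chance cannot be excluded by this test.
The direction by label cannot be read as a genotype effect, because 2 of the 6 leaf libraries lie, by their mean over marker genes, on the side of the other genotype. For 27 genes with a log2 fold change beyond 3 in roots, the mean position of each leaf library, signed by the root difference so that positive values point to *pi4kß1ß2*, was -0.228, 0.232 and -0.222 for the libraries labelled WT leaf replicates 1, 2 and 3 and -0.123, 0.193 and 0.147 for those labelled *pi4kß1ß2* leaf replicates 1, 2 and 3. With 221 genes beyond 1.5, the scores were -0.17, 0.147 and -0.159, and -0.103, 0.159 and 0.126. The library labelled *pi4kß1ß2* leaf replicate 1 is less clear than the other, as 12 of its 27 genes (44.4%) lay on the *pi4kß1ß2* side, against 2 (7.4%) in the libraries labelled WT leaf replicates 1 and 3 and 25 (92.6%) in that labelled WT leaf replicate 2. *SAG13*, *AT1G26390* and *AT1G26380* are among the genes on the *pi4kß1ß2* side in it. *PI4Kß2* counts went with the mean scores. All 7 genes whose leaf levels span more than 3 on the log2 scale split the libraries in this way and 0 followed the labels. *MRD1*, one of them, had 37.0, 0.719 and 38.6 normalized CPM in the libraries labelled WT and 38.4, 0.896 and 0.998 in those labelled *pi4kß1ß2*. A candidate explanation is that these 2 libraries carry each other's label. A mixture of both genotypes in a library was tested by its position within the range of the 6 leaf libraries on the 7 genes, where 0% is the level of the other genotype and 100% that of the label. The median position was 0.2% for the library labelled WT leaf replicate 2 and 10.3% for the library labelled *pi4kß1ß2* leaf replicate 1, below the limit of 20%, although *AT2G12462* lay at 27.6% in the latter, and its score of -0.123 lies less far out than -0.228 and -0.222. The choice of genes largely sets this outcome, as all 7 split the libraries in this way and the range includes the library tested, while *SAG13* and *AT1G26390*, which are not among the 7, were highest of the 6 libraries in the one labelled *pi4kß1ß2* leaf replicate 1. In that library *AT5G35935* had 0.0282 normalized CPM, against 18.8 and 22.0 in those labelled *pi4kß1ß2* leaf replicates 2 and 3. *AT1G64795* had 0.197, against 13.4 and 12.8. The levels of these genes leave room for only a small share of *pi4kß1ß2* material, while 12 of the 27 genes lay on the *pi4kß1ß2* side. A mixture is therefore not excluded for that library. The 162 genes of the other split named above belong to the grouping in which these 2 libraries change sides, which was made as a part of all 10 splits, and no gene is reported from it.
The genes that do follow the leaf labels may relate to the time of day or the light at harvest. Of 12 core clock genes, 8 were called between the labels, 1 higher and 7 lower (66.7%, against 10.4% of the other genes, Fisher's exact test, p = 4.83e-06). A technical difference between the groups of libraries, such as their preparation, was not tested, since the labels give no batch. In roots, none of the 12 clock genes was called, against 26.6% of the others (p = 0.0445, fewer than elsewhere), with 7570 root genes at an unadjusted p under 0.05, and the log2 fold changes in roots were unrelated to those between the leaf labels over 1902 genes called in leaves (rank correlation 0.003). Of 494 genes called in both organs, 222 (44.9%) had the same direction. Whether a difference in preparation acts in roots was not tested.
The genotype effect, by label, differed between roots and leaves for 4642 of 20765 genes (2507 positive and 2135 negative interaction terms, quasi-likelihood test on all 12 libraries). With the replicate block the number was 4509. Among 32 splits of the labels within the organs that part all same-numbered pairs, 1, the labelled one, gave as many genes, the next highest gave 3760. As the leaf labels of 2 libraries conflict with their marker genes, the interaction could reflect the labels as well as an effect that depends on the organ, and these cannot be told apart with the test on labels (4642 genes, 3285 to 5570 when single libraries were left out).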

How the results depend on the processing

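The alternatives were chosen before the data were examined, except for the location and process terms, which were chosen after seeing the data.
In roots, the number of genes higher and lower in *pi4kß1ß2* stayed within 1.5 times 2233 and 3000 under DESeq2, the likelihood ratio test, RLE normalization, scaling by library size, no filter, a filter on 4 of 6 libraries and the counts without regard to strand. In the fit of all 12 libraries it was 688 and 1741, with the likelihood ratio test on all 12 libraries 871 higher, and 1018 with the replicate block in addition. The fits of all 12 libraries include the spread between leaf libraries of the same label, so they do not test the root comparison alone. The cause was not tested. Scaling by library size only changed the balance to 3122 higher and 2583 lower (54.7% higher, against 42.7% with TMM), with a median log2 fold change of 0.04 in place of 0.01. Across the 6 fits that each left out one replicate, from 1506 to 1870 genes were higher and from 2384 to 2563 lower. Past a log2 fold change of 1.5, they were 121 to 166 and 174 to 186. The number higher past 1.5 was 70 with 1 CPM in 4 of 6 libraries and 260 without a filter, and the number lower 304 without a filter, against 134 and 180. The cause was not tested.
With the replicate block as a paired fit, in which same-numbered root libraries correlated with r = 0.31, roots gave 2013 and 2854 genes, 134 and 184 past 1.5. The median of the salicylic acid markers was 0.31 (adjusted p = 0.0077, which passes the threshold that 0.0562 does not, in a range from 0.000989 to 0.424), that of hypoxia -0.03, of camalexin 0.46 and of early auxin genes 0.47. The paired fit with the likelihood ratio test gave 2259 and 3209 genes.
For the leaf libraries by label, DESeq2 called 1690 genes higher and 2052 lower and the fit of all 12 libraries 2447 and 2950, against 724 and 1317. With one replicate left out, the numbers ran from 4 to 907 and from 10 to 1357. The interaction ran from 3285 to 5570 genes, and its share of positive terms was 41.3% with scaling by library size only, against 54.0%. The cause was not tested.
Of the auxin genes in the paper's table, 20 were called with all 12 libraries and 23 to 28 with one replicate left out, against 31. The median of the hypoxia markers was 0.009952 with scaling by library size only, the opposite sign of the -0.03 with TMM, and -0.0925 to 0.0340 with one replicate left out (adjusted p from 0.611 to 0.849). The salicylic acid median was 1.12 without a filter (adjusted p = 0.0164, camera) and 0.18 to 0.56 with one replicate left out (0.000989 to 0.287). Without a filter the salicylic acid set takes in genes near the floor. *PR1* (AT2G14610) had at most 1 count in a root library and *PR5* (AT1G75040) at most 10. Camalexin gave 0.27 with 1 CPM in 4 of 6 libraries (adjusted p = 0.0782, the highest over the alternatives, which start at 0.000711) and 0.30 to 0.61 with one replicate left out (0.00151 to 0.0424), and early auxin genes 0.31 to 0.66 (9.9e-05 to 0.115). The cause was not tested.
At a log2 fold change threshold of 1, the odds ratio was 3.498 for the cell wall class among the genes higher (adjusted p = 0.000225), 0 for the cytoskeleton class among them (0.048), 0.43 for the mitochondrion class among them, 0.86 for the cytoskeleton class among the genes lower, 1.57 for peroxidases and glutathione transferases among the genes lower and 0.41 for protein kinases among them (0.0275). Among process and location terms it was 1.02 for the chloroplast among the genes lower, 1.34 for signal transduction among the genes higher and 0.89 for development among the genes lower. With location terms in place of descriptions, mitochondrion had 0.37 among the genes higher and 0.14 among those lower, and cytoskeleton 0 among those lower, comparisons that are void because fewer than 80% of the genes had a term. The cause was not tested.
Over both organs, no gene was at or under 3 counts in all 6 libraries of one genotype label and at 1 CPM or more in the 3 libraries of the other label in an organ. With 10 counts in place of 3, 2 genes were, *AT1G26240* and *AT4G01890*. As 2 of the 6 leaf libraries go against their labels by marker genes, this rule can miss genes that are off in a genotype.
Of 56 genes named for roots, 36 kept their direction and their side of the threshold under every alternative tried, and 20 changed in at least one, the likelihood ratio fits with all 12 libraries or the block left aside. Of 826 gene values under an alternative, 50 changed, 30 of them weaker, 13 stronger and 7 reversed. With one replicate left out, the log2 fold change of *PIN3* ran from -0.1805 to 0.0904 and that of *AUX1* from -0.0071 to 0.0261, and *PIN3* was 0.0199 with scaling by library size only. Neither gene was significant under any alternative. The depth limits mainly genes under 1 CPM in most libraries, which were tested only without a filter.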

Differences from the paper's values

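Past a log2 fold change of 1.5, 134 genes were higher in *pi4kß1ß2* roots, against the paper's 230. Of the alternatives set before the data were examined, no filter on low counts (260 genes) and leaving out WT root replicate 1 (166 genes) brought the number within 1.5 times the paper's value. It did not come within that range with DESeq2 (135), RLE normalization (134), scaling by library size only (141), 1 CPM in 4 of 6 libraries (70), all 12 libraries (103), the likelihood ratio test (135, or 117 on all 12 libraries, 139 with the replicate block and 131 with both), the replicate block (134), the counts without regard to strand (131) or any other replicate left out (121 to 140).
The paper gives 1% as the lower end of the share of unmapped reads, while the highest share in a library here was 0.302%. This value comes from the files directly, and none of the alternatives set before the data were examined changes it. Together with reads that fell on no gene or were ambiguous between genes, the share was 1.14% to 1.55% per library, and the paper does not say whether such reads are counted in.
The paper classed its gene lists, which are longer, by Gene Ontology categories against the whole genome. The classes here come from product descriptions or from location and process terms, with the genes tested in roots as background. The measures are therefore unlike. The paper states that plasma membrane proteins are enriched among the induced genes. By location terms, 7 of 134 genes had one, an odds ratio of 0.59, in a comparison that is void because fewer than 80% of the genes had a term. For cell wall proteins among the induced genes, stated as enriched, the odds ratio was 1.70 (adjusted p = 0.53, Fisher's exact test) and 3.498 at a log2 fold change threshold of 1 (adjusted p = 0.000225). Cytoskeleton and mitochondrial proteins, stated as underrepresented among the induced genes, had odds ratios of 0 and 1.14 by product description, neither significant. The value for mitochondrial proteins rests on 1 of 134 genes. For mitochondrial proteins the odds ratio was 0.43 at a threshold of 1 (adjusted p = 0.914, exact test). By location terms it was 0.37, in a void comparison. At a threshold of 1 the cytoskeleton class among the induced genes had 0 of 346 genes (adjusted p = 0.048). For cytoskeleton proteins among the repressed genes, stated as overrepresented, the odds ratio was 1.89 (adjusted p = 0.426), 0.86 at a threshold of 1. Signal transduction terms, stated as enriched in both groups, had odds ratios of 0.78 and 0.38, and development terms 0.63 and 1.12, in void comparisons. Signal transduction among the induced genes was 1.34 at a threshold of 1.
The paper names hypoxia among the responses of the most induced genes. The 15 hypoxia markers tested had a median log2 fold change of -0.03 (adjusted p = 0.665, camera). These markers are not among the paper's most induced genes, so their median does not test its statement.
Of the genes in the paper's selection for qPCR, *GER* (adjusted p = 0.0806) and *DREB2C* (0.0528) were not called. *GER* was called with DESeq2 (0.000524), the likelihood ratio test (0.00326, or 0.000999 on all 12 libraries, 6.17e-14 with the replicate block and 0.000476 with both), all 12 libraries (0.0411), the replicate block (0.00177) and without WT root replicate 3 (0.0356), and *DREB2C* with DESeq2 (0.00829), the likelihood ratio test (0.0125, or 0.0163 with the replicate block), scaling by library size only (0.0433) and without *pi4kß1ß2* root replicate 3 (0.00707). Over all alternatives their adjusted p ranged from 6.17e-14 to 0.23 and from 0.00707 to 0.175.
In the table of auxin genes, 34 are called by the paper and 31 here. *GH3.6* (adjusted p = 0.0663) was called with DESeq2 (0.000152), the likelihood ratio test (0.00208, or 0.00518 on all 12 libraries, 0.00416 with the replicate block and 0.00907 with both), all 12 libraries (0.039) and without *pi4kß1ß2* root replicate 1 (0.0424), in a range from 0.000152 to 0.159. *IAMH2* (AT4G37560) and *YUC7* (AT2G33230) were below the filter on low counts, and without it their adjusted p was 0.103 and 0.0734.
Of the 40 genes in the paper's lists of the most induced and most repressed genes, 24 were tested and called, 16 were below the filter on low counts and were called without it, and 39 of the 40 were called without it in all. The paper's ranking shares 15 induced and 9 repressed genes with the ranking here, and 8 and 11 without a filter.
In the part of the paper's table of changed genes that was read, 1635 of 1990 genes were called, 1702 with the likelihood ratio test and 1660 without a filter. The numbers of genes higher and lower were closest to the paper's without a filter for the genes higher (2337 higher and 3016 lower) and with the likelihood ratio test and the replicate block for the genes lower (2259 higher and 3209 lower).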

Other observations

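The tests on the neighbouring positions of genes were chosen only after the result was seen. The tests on the share of leaf-enriched transcripts, on the splits of root libraries, on classes, on GC content, gene length, library size and the most counted genes, on the segments around the kinase genes and on the marker sets were chosen before their results were seen, and the 19 iron deficiency genes were listed after a few other iron genes, such as *IRT1* (AT4G19690, log2 fold change 2.48), had been seen to be higher. *IRT1* was not called in a fit of all 12 libraries. That fit includes the leaf libraries, where *IRT1* had 0.468, 13.1 and 0.121 normalized CPM in those labelled WT.
In roots, 5233 genes differed between the genotypes. Of the 10 splits of the 6 root libraries into groups of 3, 1, the real one, gave as many genes, and so did 1 of the 4 that part all same-numbered pairs. In each of the other 9 splits, 0 genes passed the adjusted p-value of 0.05, against 7570 at an unadjusted p under 0.05 in the real split. For genes past a log2 fold change of 1.5 the count was also 1 of 10, and for the smallest adjusted p of the classes 1 of 10 (1.0 in the others, which had no gene past 1.5 to classify). With 10 splits no share is under 0.1, so that chance was not excluded by this test. Technical sources that apply to the roots as a whole were tested one by one. The log2 fold changes were unrelated to GC content (rank correlation 0.004) and gene length (0.044). The WT library had the larger total in 4 of 9 pairs of 1 WT and 1 *pi4kß1ß2* library, and the 10 most counted genes took shares that differed by 0.29 percentage points.
Genes of photosynthesis were lower in *pi4kß1ß2* roots, and leaf tissue in the root samples is a candidate source. Of 189 leaf-enriched genes, 159 were tested in roots and 94.3% of these had a location term. The 87 in the chloroplast had a median log2 fold change of -0.79 and the 63 outside one of -0.62, a ratio of 0.78, as a contaminating tissue would give. The shares of counts did not overlap between the genotypes (exact permutation p = 0.1), nor with the 492 genes that pass a lower leaf level (0.212% to 0.320% in WT against 0.142% to 0.206%, exact permutation p = 0.1). They did for the 90 genes that pass a higher fold between leaves and roots (exact permutation p = 0.3), with WT higher in each of the 3 same-numbered pairs, so that leaf tissue may be the source of a part of these differences. A lower expression of chloroplast genes in roots was not told apart from it. Leaf-enriched genes made up 2.3% of the genes lower in *pi4kß1ß2* roots (69 of 3000, with 2931 left, Fisher's exact test, p = 1.44e-17), so that the leaf-enriched genes are few among the genes lower.
In the 500.0 kb on either side of the 2 kinase genes, 20.9% of 484 genes were called (against 26.7% elsewhere, Fisher's exact test, p = 0.0041), fewer than in the rest of the genome and not the excess that a segment linked to the insertions would give.
The genes past 1.5 lay beside each other more often than at random. Of 314 genes, 19 neighbouring pairs were found, 18 of them with the same direction, against a mean of 4.94 and a highest of 17 in 10000 random draws (permutation p = 0.0001, the smallest that 10000 draws can give). *AT1G26380*, *AT1G26390*, *AT1G26410* and *AT1G26420* lie side by side on chromosome 1 from 9126737 to 9143336, with log2 fold changes from 2.34 to 4.93, and *AT5G39120*, *AT5G39130* and *GER2* (AT5G39190) on chromosome 5 from 15662582 to 15693735, with 2.12, 2.20 and 1.90. The names of these groups were chosen after their values were seen. Paralogs share reads that are left out of the counts, and whether regulation in a shared domain, or paralogous copies with the same regulation, underlies the groups was not tested.
Sets of marker genes were examined in roots. The camalexin and early auxin sets include genes that the paper already reports as changed in these libraries. The camalexin and indole pathway was higher as a set (adjusted p = 0.0205 from camera, median log2 fold change 0.48, 8 of 10 genes higher). So were the early auxin genes (adjusted p = 0.022 from camera, median 0.49, 14 of 20 higher). Of the camalexin genes 5 were called higher and 1, *CYP79B3*, lower. Of the early auxin genes 6 were called higher and 1 lower, or 2 and 1 with the replicate block. Salicylic acid (0.0562, 0.24, 8 of 10 higher) and hypoxia (0.665, -0.03, 5 of 15 higher) were not significant. With the replicate block (r = 0.31 between same-numbered root libraries), salicylic acid passed the threshold (adjusted p = 0.0077, from 0.000989 to 0.424 over the alternatives tried), so that its result depends on the fit. Camalexin did not pass it with 1 CPM in 4 of 6 libraries (adjusted p = 0.0782). Early auxin did not pass it without WT root replicate 3 (0.0769) or *pi4kß1ß2* root replicate 3 (0.115). Other splits of the same libraries gave set p-values as small, 8 of 10 splits for hypoxia, 3 for salicylic acid (smallest other 1.15e-06), 3 for camalexin (1.19e-05), 6 for early auxin (3.21e-16) and 2 for iron deficiency (3.93e-07), the real split included. Among the 4 splits that part all same-numbered pairs, the numbers were 3 for hypoxia, 1 for salicylic acid, 2 for camalexin, 3 for early auxin and 1 for iron deficiency, so that only the real split was as small for salicylic acid and iron deficiency. Differences between single libraries could underlie the results for camalexin and early auxin, and 4 splits are too few to exclude chance for the others.
Of 19 genes of the response to iron deficiency, 15 were tested, 14 higher and 8 of them called higher in *pi4kß1ß2* roots, with a median of 0.38. The camera test gave 1.86e-05, or 2.44e-05 with the replicate block, for which r was 0.31. *bHLH38* (AT3G56970) and *bHLH100* (AT2G41240) had log2 fold changes of 2.53 and 2.62. A response to low iron in *pi4kß1ß2* roots may underlie this, and it cannot be told apart from chance with the split test, in which 2 of 10 splits, and 1 of the 4 that part all same-numbered pairs, were as small. The paper does not report on iron.
The genes *FLA13* (AT5G44130) and *SAUR9* (AT4G36110), which the paper measured by qPCR in other plants, had log2 fold changes of -1.94 and 1.27 in the root libraries (adjusted p = 3.68e-05 and 0.00255, edgeR).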
